# p53 activates circASCC3 to repress R-loops and enhance resistance to chemotherapy

**DOI:** 10.1073/pnas.2415869122

**Published:** 2025-03-11

**Authors:** Mingming Cao, Yu Gan, Yingdan Huang, Jing Tong, Chen Xiong, Yajie Chen, Bing Chen, Ruixuan Huang, Bangxiang Xie, Jun Deng, Shenglin Huang, Xianghuo He, Qian Hao, Xiang Zhou

**Keywords:** p53, circular RNA, DDX5, R-loop, chemoresistance

## Abstract

The tumor suppressor p53 can trigger tumor resistance to chemotherapy by facilitating DNA damage repair and maintaining genomic integrity. Here, we report that a p53-induced circular RNA circASCC3 promotes chemotherapeutic resistance by resolving R-loops. Our results reveal that p53 directly activates the transcription of *ASCC3*, the host gene of circASCC3. In addition, the RNA-binding protein SFPQ is identified to inhibit the formation of circASCC3 by associating with its flanking regions. Importantly, p53 facilitates the formation of circASCC3 by repressing the expression of SFPQ. CircASCC3 has a marginal effect on the survival and growth of cancer cells under normal growing conditions but surprisingly boosts their survival and growth in response to DNA damage stress. Mechanistic analysis reveals that circASCC3 binds to the DEAD-box RNA helicase DDX5 to inhibit its proteasomal degradation. This results in the prevention of R-loop accumulation due to DNA damage, thereby conferring tumor resistance to chemotherapy. Together, our study uncovers that p53 activates circASCC3 to promote R-loop resolution, which maintains genomic stability and potentially contributes to chemoresistance.

## Significance

The tumor suppressor p53 facilitates the repair of DNA damage, thereby preventing malignant transformation or inducing resistance to chemotherapy in cancer. This study reveals that p53 activates the expression of the circular RNA circASCC3, protecting cancer cells from apoptosis upon DNA damage. Mechanistically, circASCC3 interacts with and enhances the stability of DDX5 protein, a DEAD-box RNA helicase that can prevent R-loop accumulation. This study uncovers a key role of the p53–circASCC3 axis in maintaining genomic stability.

Genomic instability is causative for malignant transformation and cancer progression. Defects in the DNA damage repair system result in chromosomal alterations, gene mutations, and tumorigenesis (1–3). However, deficiencies in DNA repair genes can also drive apoptosis in cancer cells exposed to chemotherapy, because a compromised repair system fails to detect or resolve damaged DNA (4). For example, while BRCA1/2 mutation or homologous recombination deficiency increases cancer predisposition, such deficiencies can enhance tumor sensitivity to genotoxic therapeutics (5). Therefore, a robust DNA repair system can prevent cancer initiation, while also protecting cancer cells from genotoxic insults and consequent apoptosis.

The tumor suppressor p53 prevents tumorigenesis by maintaining genomic integrity and is thus regarded as the “guardian of the genome” (6). Upon moderate genotoxic stresses, p53 induces cell cycle arrest and promotes the repair of damaged DNA (7, 8). In this means, p53 maintains genomic stability and prevents cells from malignant transformation. In contrast, germline mutation of *TP53* gene leads to increased genomic instability and a familial cancer-prone disease called Li–Fraumeni syndrome (9, 10). However, recent evidence has revealed that p53 can also confer drug resistance in cancer by facilitating DNA repair through various mechanisms. For instance, p53 induces the transcription of nucleotide excision repair genes, *XPC* and *DDB2*, to promote melanoma resistance to chemotherapeutics (11). Another p53 target gene *MGMT*, encoding O-6-methylguanine-DNA methyltransferase, facilitates the repair of DNA alkylation damage, resulting in tumor resistance to alkylating agents (12). In addition, p53 can prevent aberrant chromosomal alterations by activating a long noncoding RNA (lncRNA) GUARDIN (13). p53 promotes the resistance to genotoxic stress, particularly when it is not completely activated (7, 14). It has been reported that RMRP limits the full activation of p53, potentially leading to cell cycle arrest and DNA damage repair, which ultimately triggers tumor resistance to PARP inhibitors (15, 16).

R-loop is an RNA/DNA hybrid structure which is formed during transcription when an RNA strand invades double-stranded DNA. Accumulation of R-loops due to DNA damage, oncogenic activation, or the dysfunction of the R-loop removing machinery leads to transcription-replication conflicts, replication stress, and compromised double-strand break repair (17, 18). Recently, it was reported that p53 prevented R-loop-associated genomic instability by restricting aberrant satellite transcription (19). In addition, an elevated level of R-loops due to the inactivation of p53 by the E6 viral oncoprotein was found to be necessary for HPV replication and pathogenesis (20). These studies suggest a crucial yet understudied role of p53 in the regulation of unscheduled R-loop formation. In our study as presented here, we identified that a p53-inducible circular RNA circASCC3 increased the survival and growth of cancer cells upon DNA damage stress. Mechanistically, circASCC3 interacted with and stabilizes the DEAD-box RNA helicase DDX5, leading to the resolution of R-loops. Our study uncovers an essential role for circASCC3 in p53-mediated R-loop resolution and genomic stability.

## Results

### Identification of circASCC3 as a p53-Induced Circular RNA.

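The microarray used RNA from CAL51, a human breast cancer cell line, collected after 48 h with DMSO, 10 μM Nutlin-3, 10 μM Cisplatin or 20 μM 5-FU. Nutlin-3 releases p53 from its inhibitor MDM2, Cisplatin crosslinks DNA, and 5-FU blocks thymidylate synthesis. Each sample was hybridized to 1 single-color Agilent array, with 3 arrays for DMSO and 1 array for each agent. DMSO 1, DMSO 2, Nutlin-3 and Cisplatin shared slide 1, and DMSO 3 and 5-FU shared slide 2. Each array carried 88371 circRNA probes, named by circBase ID, and 76802 other probes, which are not paired with gene names in the tables used here. Per array, 90.3% to 92.6% of the circRNA probes and 55.0% to 61.3% of the other probes were well above background, and 0 probes were saturated. Before scaling between arrays, each treated array was dimmer than each DMSO array (75th percentile of intensity 242.5 to 277.3 against 330.7 to 344.1). The deposited intensities had been background-subtracted and detrended within each array by Agilent Feature Extraction, with no normalization between arrays. The log2 intensities were set relative to each array's 75th percentile, and probes well above background on at least 3 of the 6 arrays were tested with limma, in both directions. This left 81267 circRNA probes and 45709 other probes, and a change means an adjusted p under 0.05 (Benjamini-Hochberg over all probes tested). As in Fig. 1B, the 3 treated arrays were compared as 1 group with the 3 DMSO arrays. The spread of the treated group thus includes differences between the 3 agents and is not that of replicates. Each agent was also compared with DMSO, where the spread came from the DMSO arrays alone and the single treated array was assumed to vary like them, and the same holds for the comparisons of 1 agent with another. The paper states that in vitro experiments were done in biological triplicate, without naming the arrays. If the DMSO arrays did not come from separate cultures, the p-values measure only the spread between these samples, which may be technical.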

To identify circular RNAs that are responsive to DNA damage and p53 activation, we conducted a whole-transcriptome microarray analysis of CAL51 cells that were treated with the chemotherapeutic agents, Nutlin-3, 5-fluorouracil (5-FU), or Cisplatin (Fig. 1*A*). The results were reliable, because numerous known p53-inducible protein-coding genes were upregulated upon the treatments (*SI Appendix*, Fig. S1*A*). 

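The signal of the hsa_circ_0077495 probe was 2.71-fold higher in the treated arrays than in the DMSO arrays. Its normalized log2 signal was 2.42 ± 0.15 (SD, n = 3, 1 array of each agent) after treatment and 0.98 ± 0.07 (SD, n = 3) with DMSO. This is a log2 fold change of 1.44 (SE 0.14, adjusted p = 0.00206 from limma), and 1159 of the 81267 circRNA probes tested rose by more. Each treated array lay above each DMSO array (exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The other circRNAs labelled in Figs. S1B to S1D also rose, so that all 26 were higher in the treated arrays, with a median log2 fold change of 1.26. The paper's analysis drew on the fold changes and p-values of these same arrays. These rises may therefore follow from how the circRNAs were picked and are no independent support. Among the signals of the 26 probes, that of hsa_circ_0043637 rose most, with a log2 fold change of 4.35 (SE 0.20, adjusted p = 0.000273 from limma). That of hsa_circ_0035110 rose least, with 0.96 (SE 0.12, adjusted p = 0.00522 from limma). The paper's RT-qPCR of hsa_circ_0043637 in Fig. S1B, read by eye, goes the other way with Nutlin-3 and Cisplatin. With each agent taken alone, 26 rose with Nutlin-3, 26 with Cisplatin and 25 with 5-FU. The calls with Cisplatin did not stand with dim probes kept or without DMSO 1, where limma called 0 circRNA probes with that agent (19033 and 14688 at an unadjusted p under 0.05). The exception with 5-FU was hsa_circ_0026459, whose log2 fold change was 0.55 (adjusted p = 0.101 from limma). Its rise in the combined comparison (log2 fold change 1.19, adjusted p = 0.0293 from limma) no longer passed the test with dim probes kept or without any 1 array other than 5-FU. Under 3 of the criteria in Fig. 1C (higher, unadjusted p under 0.001, log2 signal over 10 as the mean of the 6 arrays), 318 circRNA probes remained, and circRNA length was not used here. This number was 541 with normexp background correction, 196 within slide 1, 174 with the methods' t-test, 143, 132 and 166 without DMSO 1, DMSO 2 and DMSO 3, and 191 without Nutlin-3. The probe of hsa_circ_0077495 had a mean log2 signal of 9.37 in the DMSO arrays, 10.42 in the treated arrays and 9.90 over the 6 arrays, below that limit. With the signal taken as the mean of the treated arrays, a choice made after the values were seen, 426 circRNA probes remained, this one included. The probe is 60 nt long, with 10 nt before and 50 nt after the back-splice junction of Fig. 1D. For this probe the log2 fold change was 1.44 with slide as a block (adjusted p = 0.0019 from limma), 1.39 within slide 1 (adjusted p = 0.0203) and 1.53 within slide 2, where no test was possible with 1 array per group. Another 7 circRNA probes have the same last 50 nt and other first 10 nt, and their log2 fold changes ranged from 1.33 to 1.44. The array alone therefore leaves open how much of the rise is hsa_circ_0077495.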

Through a combined analysis of the fold changes, *P* values, and the length and expression of circular RNAs (Fig. 1 *B* and *C* and *SI Appendix*, Fig. S1 *B–D*), we identified that the baseline expression level of the circular RNA hsa_circ_0077495 was relatively high (as determined by microarray data and cycle threshold (Ct) values of RT-qPCR) and could be consistently upregulated by Nutlin-3 and DNA damage-inducing agents. This circular RNA was named as circASCC3, because it consists of the exons 5 to 8 of the host gene *ASCC3*, which was validated by Sanger sequencing (Fig. 1*D*). The circular structure of circASCC3 was further confirmed by PCR analysis using both convergent and divergent primers as described (Fig. 1*D*). Our results showed that the PCR products from the junction site could be amplified from cDNA, but not from genomic DNA, using the divergent primers, indicating the presence of a backsplicing event at this site (Fig. 1*E*). CircNSUN2 served as a reference for comparison (21). In addition, circASCC3 was more stable than the linear transcripts of *ASCC3* and *CDKN1A* (usually known as p21), as it exhibited prolonged half-life in cancer cells when transcription was blocked by Actinomycin D (Fig. 1*F*) and was resistant to RNase R digestion (Fig. 1*G*). Finally, we determined the subcellular localization of circASCC3 and found that this circular RNA was mainly distributed in the cytoplasm of cancer cells (Fig. 1*H* and *SI Appendix*, Fig. S1*E*). These results indicate that circASCC3 is a circular RNA whose expression is elevated in response to DNA damage and p53 activation.

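The circASCC3 probe rose with each of the 3 agents, both with Nutlin-3, which activates p53 without damaging DNA, and with the DNA damage-inducing agents. Relative to the mean of the DMSO arrays, its signal was 2.53-fold with Nutlin-3, 2.57-fold with Cisplatin and 3.05-fold with 5-FU. The log2 fold change was 1.34 with Nutlin-3 (SE 0.15, adjusted p = 0.006 from limma). It was 1.36 with Cisplatin (SE 0.15, adjusted p = 0.0199 from limma) and 1.61 with 5-FU (SE 0.15, adjusted p = 0.00757 from limma). No difference between agents passed the test. Nutlin-3 minus Cisplatin was -0.02, Nutlin-3 minus 5-FU was -0.27 and Cisplatin minus 5-FU was -0.25 on the log2 scale (SE 0.18 each, adjusted p = 0.978, 0.417 and 0.496 from limma). The 7 circRNA probes that share the last 50 nt had median log2 fold changes of 1.19 with Nutlin-3, 1.35 with Cisplatin and 1.70 with 5-FU. For 6 tested circRNA probes with other ASCC3 sequence, the medians were 1.13, 1.28 and 1.66. In the comparison of all treated arrays with DMSO, the median of these 6 was 1.33. The array alone therefore leaves open how much of the rise is circASCC3. With slide as a block, the log2 fold changes of circASCC3 were 1.38 with Nutlin-3, 1.40 with Cisplatin and 1.53 with 5-FU. Those of Nutlin-3 and Cisplatin within slide 1 are the same by construction, since both fits compare them with DMSO 1 and DMSO 2 alone. They are therefore no further check. The rise with Cisplatin no longer passed the test with dim probes kept (adjusted p = 0.0693), without DMSO 1 (adjusted p = 0.0947) or without DMSO 2 (adjusted p = 0.082), where its log2 fold change was 1.36, 1.36 and 1.33. Besides the array, the paper measured the rise with these agents by RT-qPCR. It also used Sanger sequencing of the junction, divergent PCR, the half-life after Actinomycin D, the resistance to RNase R and the location in the cell. It takes these results to mean that circASCC3 is a circular RNA elevated by DNA damage and p53 activation.

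**Figure D1:**
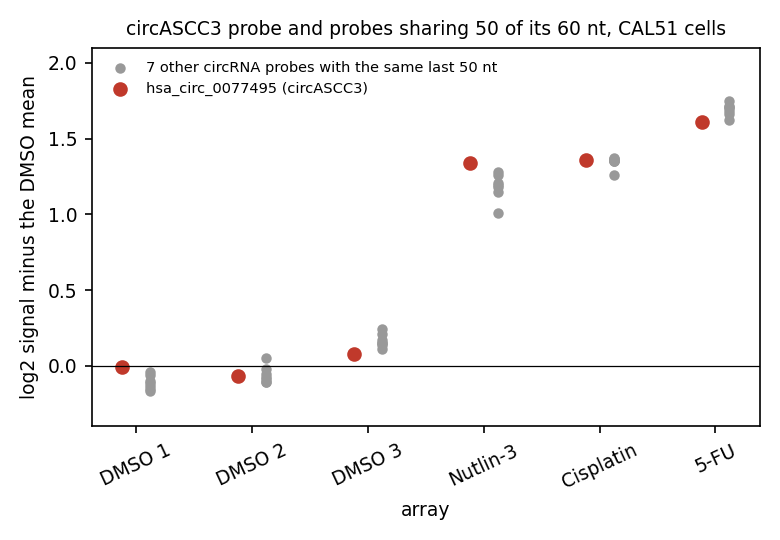
Log2 signal of the circASCC3 probe on each of the 6 arrays minus its mean over the DMSO arrays (red), and the same for the 7 circRNA probes that share its last 50 nt (gray). The circASCC3 probe lies at 1.34 with Nutlin-3, 1.36 with Cisplatin and 1.61 with 5-FU.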

**Fig. 1.**
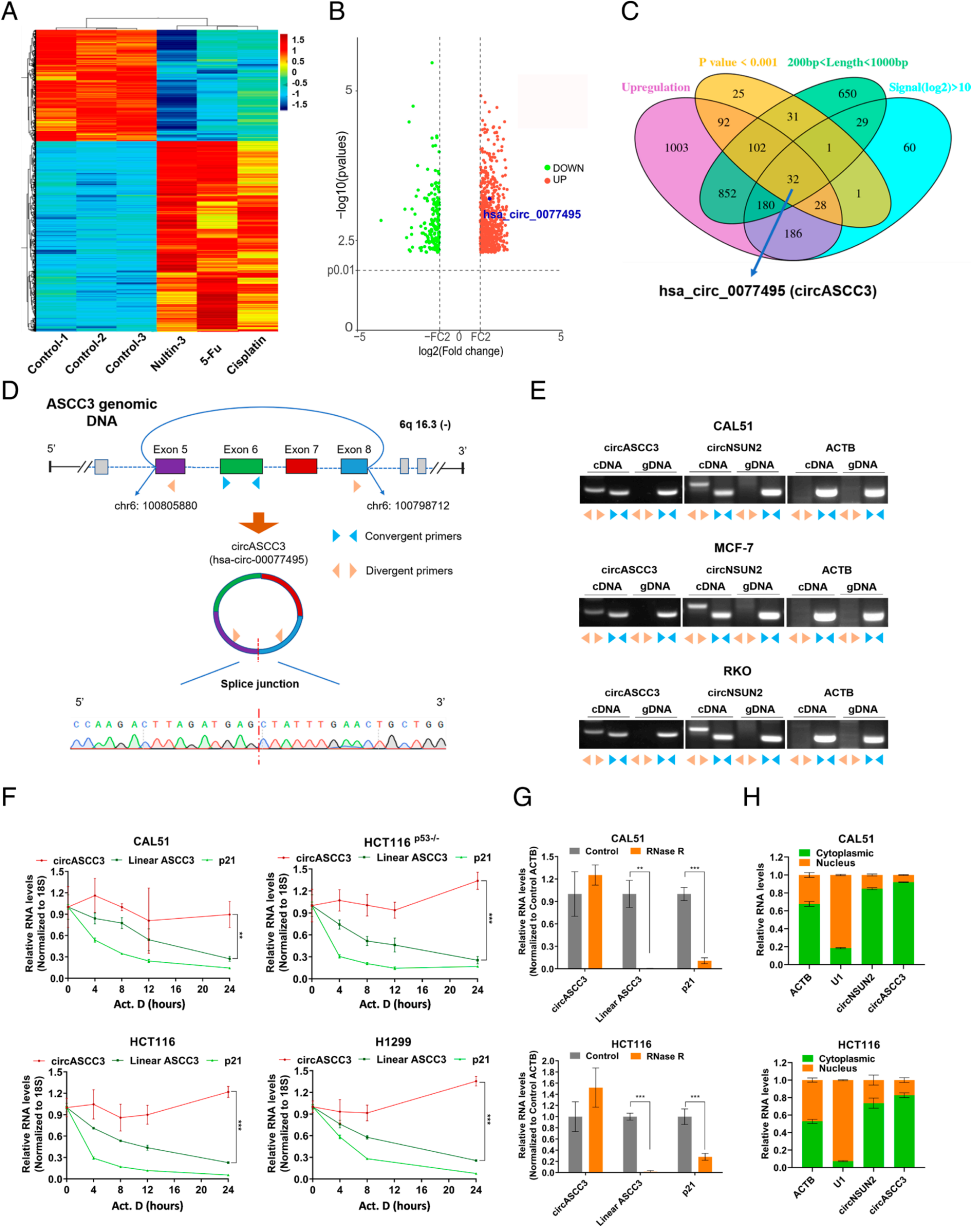
CircASCC3 is a circular RNA responsive to DNA damage. (*A*) Heatmap of differentially expressed circRNAs in cancer cells when treated with DMSO, Nutlin-3 (10 μM), Cisplatin (10 μM), or 5-FU (20 μM). (*B*) The volcano plot of circRNAs that are differentially expressed upon the treatments with all three agents (Nutlin-3, Cisplatin, and 5-FU). (*C*) Venn diagram of circRNAs based on the indicated criteria. (*D*) The genomic locus of circASCC3 and sequencing analysis of the head-to-tail splicing junction in circASCC3. Blue arrows represent convergent primers, and yellow arrows represent divergent primers. (*E*) CircASCC3 is amplified from cDNAs using divergent primers, rather than from gDNA. circNSUN2 served as a positive control and ACTB as a negative control. (*F*) CircASCC3 is more stable than ASCC3 and p21 mRNAs. (*G*) CircASCC3 is resistant to RNase R digestion compared to ASCC3 and p21 mRNAs. (*H*) CircASCC3 is mainly localized to the cytoplasm. ACTB, U1, and circNSUN2 served as references for comparison. **P < 0.01, ***P < 0.001.

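Of the circRNA probes tested, 6584 were higher and 7089 were lower in the treated arrays than in the DMSO arrays, and of these 2930 rose and 2479 fell at least 2-fold. Outside the circRNAs the paper labels, the probe signals with large rises include that of hsa_circ_0054449, 31.1-fold higher (log2 fold change 4.96, SE 0.15, adjusted p = 0.00025 from limma). Another is that of hsa_circ_0043632 (log2 fold change 4.68, SE 0.32, adjusted p = 0.000684 from limma). The probe signals with large falls include that of hsa_circ_0001589, with a log2 fold change of -3.85 (SE 0.27, adjusted p = 0.000739 from limma), and that of hsa_circ_0001596 with -2.81 (SE 0.29, adjusted p = 0.00229). How much of each signal is circular RNA was not tested. These 4 kept their call under each alternative, while 1 of the other 6 circRNAs with the largest rises and falls lost it with normexp background correction (log2 fold change -0.13, adjusted p = 0.254 from limma). That one was not well above background on any treated array, so its fall and its place among the falls are uncertain. With treated signals raised to the lowest level well above background, it was 2.48-fold lower. This is no bound for the other settings, since normexp background correction gave a smaller fall. With normexp background correction the log2 fold changes were 4.06 for hsa_circ_0054449, 3.29 for hsa_circ_0043632 and -2.52 for hsa_circ_0001589, and their order among the rises and falls changed. Taken alone, Nutlin-3 raised 8655 circRNA probes and lowered 11487, Cisplatin raised 2676 and lowered 2450, and 5-FU raised 6850 and lowered 7107. All 3 agents raised 2026 of the same circRNA probes and lowered 1788, where independent lists of these sizes would share 24 and 30.3. Since the agents share their DMSO arrays, lists of these sizes were also taken from 20 simulations of unchanged arrays against shared controls, a test chosen after the values were seen, and shared 407 to 470 and 425 to 512. Over all circRNA probes, which are not independent replicates, the log2 fold changes correlated with r = 0.81 between Nutlin-3 and Cisplatin, 0.72 between Nutlin-3 and 5-FU, and 0.70 between Cisplatin and 5-FU. Simulated unchanged arrays against shared controls gave 0.24, 0.25 and 0.25. The simulation drew the noise of each probe on its own and did not include the slide, and Nutlin-3 and Cisplatin share slide 1. It also left out the dimmer signal of all treated arrays and the sequence that circRNA probes share. The simulated values may therefore be too low and their ranges too narrow. The covariances were 0.298, 0.323 and 0.215 against 0.014, 0.014 and 0.015 in the simulation, and part of the overlap may come from the shared controls. In the direct comparisons of 1 agent with another, limma called 0 circRNA probes, while 11445, 17595 and 12804 had an unadjusted p under 0.05 for Nutlin-3 minus Cisplatin, Nutlin-3 minus 5-FU and Cisplatin minus 5-FU. With slide as a block these comparisons called 4392, 1285 and 171, where the spread comes from DMSO 1 and DMSO 2 alone and 5-FU is set against DMSO 3 alone. With 1 array per agent, these differences have no replicate check. In 34750 circRNA probes, or 42.8%, the treated and the DMSO arrays did not overlap, where chance gives 10% on average. Probes are not independent, and the spread of that share was not estimated. The total of 13673 changed circRNA probes became 18544 with slide as a block, 4356 within slide 1, and 2544, 2955 and 4338 without DMSO 1, DMSO 2 and DMSO 3. The counts for single agents moved as well. With the spread of all 6 arrays or without DMSO 2, Cisplatin called fewer probes in each direction than the lists shared by all 3 agents hold above. Those lists must therefore be shorter in these settings. With Cisplatin the 5126 changed circRNA probes became 230 without DMSO 2, and limma called 0 without DMSO 1 or with dim probes kept (14688 and 19033 at an unadjusted p under 0.05), so that the lists shared by all 3 agents are empty in those 2 settings. Without DMSO 1, Nutlin-3 raised 3226 and lowered 4955, and 5-FU raised 1549 and lowered 1007. Without DMSO 3 these were 14169 and 16516, then 13495 and 16897. Without DMSO 3, 5-FU is the only array of slide 2, so its difference from DMSO cannot be told apart from one of slide. Whether an agent raised or lowered more circRNA probes also changed in other settings. With the spread of all 6 arrays, most of the probes called were higher with Cisplatin and with 5-FU, and most were lower with Nutlin-3. With normexp background correction Nutlin-3 raised 20759 and lowered 15286 and 5-FU raised 13729 and lowered 11779, and with slide as a block Cisplatin raised 7018 and lowered 8320. The balance between higher and lower circRNA probes also depended on the setting. More were higher than lower with normexp background correction (16205 and 11127), with dim probes kept (4244 and 3517), within slide 1 (2932 and 1424) and without DMSO 1 (1818 and 726), DMSO 2 (2048 and 907) or DMSO 3 (2752 and 1586). The same held with the methods' t-test after adjustment (1924 and 1525) and at the thresholds of Fig. 1B with limma (2965 and 2578) or that t-test (2088 and 968).

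**Figure D2:**
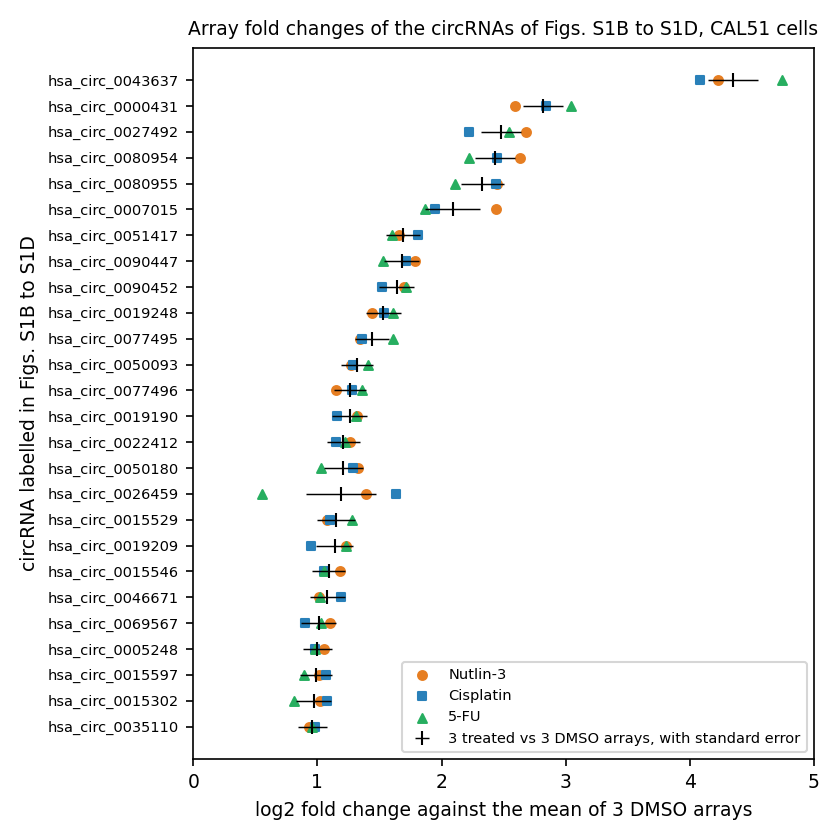
Log2 fold changes against the mean of the 3 DMSO arrays for the 26 circRNAs labelled in Figs. S1B to S1D, with Nutlin-3 (circles), Cisplatin (squares), 5-FU (triangles), and the 3 treated arrays as 1 group (black bars with SE). All lie above 0, from 0.96 for hsa_circ_0035110 to 4.35 for hsa_circ_0043637 in the combined comparison. The paper's analysis drew on these same arrays, so the rises may follow from how the circRNAs were picked. For hsa_circ_0043637 the paper's RT-qPCR in Fig. S1B, read by eye, goes the other way with Nutlin-3 and Cisplatin.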

### p53 Transcriptionally Activates circASCC3 Expression.

To investigate whether p53 regulates the expression of circASCC3, we performed a set of RT-qPCR analysis following the treatment of cancer cells with p53-inducing agents. These agents markedly induced the expression of circASCC3 and its host gene *ASCC3*, as well as the p53 target gene p21 in a panel of wild-type (WT) p53-harboring cancer cells (Fig. 2 *A–D* and *SI Appendix*, Fig. S2*A*). In contrast, knockdown of p53 using two independent siRNAs significantly reduced the expression of circASCC3 and *ASCC3* in cancer cells when treated with Cisplatin or Nutlin-3 (Fig. 2 *E*–*G* and *SI Appendix*, Fig. S2 *B–D*). We also tested whether WT p53 was required for this regulation by employing cancer cells without p53 or expressing a mutant p53. Treatment of these cells with Cisplatin or Nutlin-3 did not affect the expression of circASCC3 and *ASCC3* (Fig. 2 *H*–*K*). In addition, knockdown of mutant p53 had no significant impact on the expression of circASCC3 and *ASCC3* (Fig. 2 *L* and *M*). Consistently, overexpression of WT p53, but not a number of p53 mutants, dramatically induced the expression of circASCC3 (Fig. 2*N*). These results suggested that the increase in circASCC3 expression might be associated with the transcriptional activity of WT p53. To test this hypothesis, we searched the promoter sequence of *ASCC3* for potential p53-responsive elements (p53-REs) using the p53MH algorithm (22). Three possible p53-REs were identified at the positions, −1,511 to −1,536, −1,281 to −1,307, and +3,303 to +3,327 (Fig. 2*O*). The ChIP assay was performed to show that p53 strongly bound to p53-RE-1 and moderately to p53-RE-2, but not bound to p53-RE-3 (Fig. 2*P*). Also, overexpression of p53 significantly induced luciferase activity driven by the *ASCC3* promoter fragment encompassing p53-RE-1 and -2 (Fig. 2*Q*). Together, these results demonstrate that p53 induces the expression of circASCC3 by transcriptionally activating its host gene *ASCC3*.

**Fig. 2.**
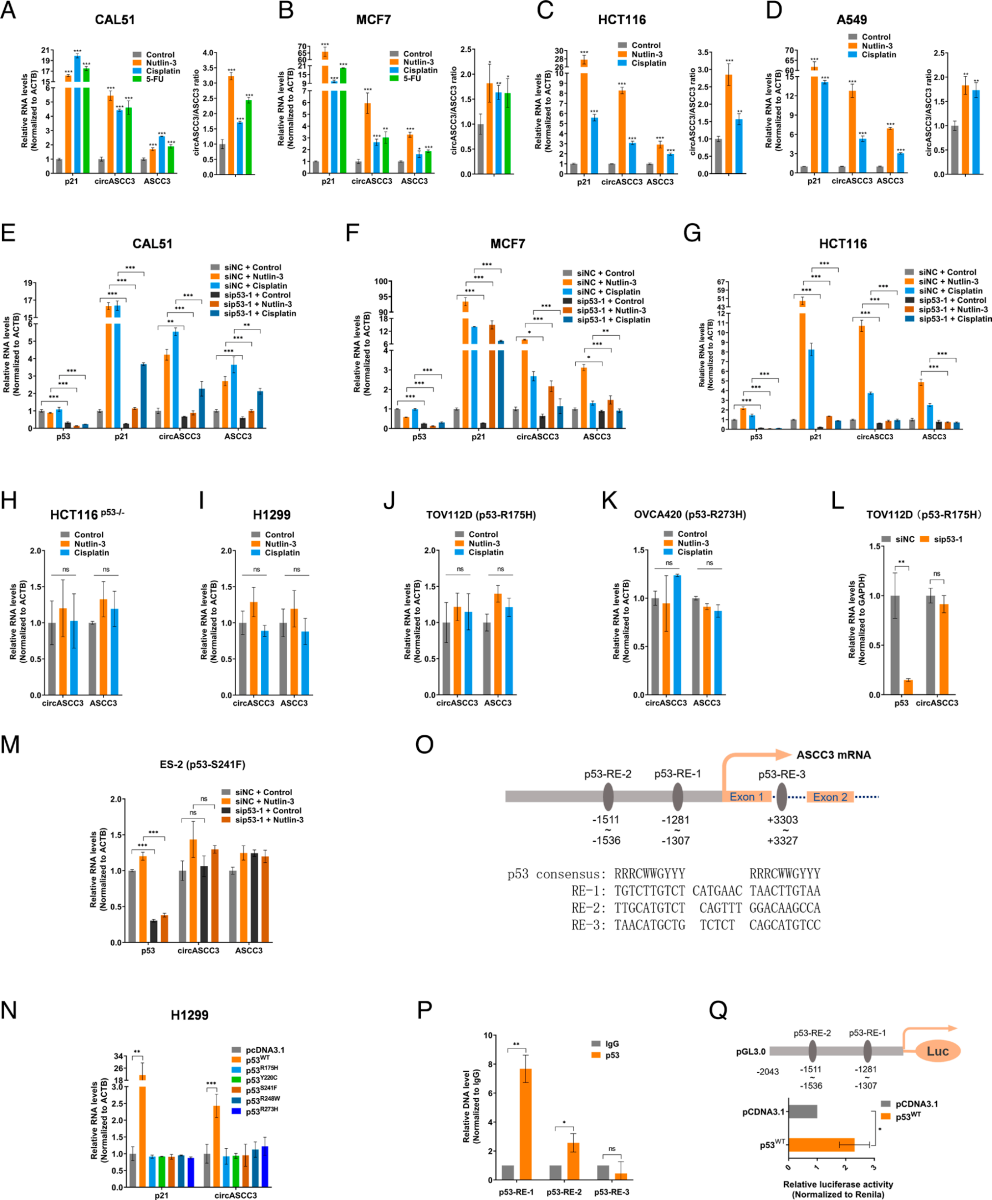
p53 transcriptionally induces the expression of circASCC3. (*A*–*D*) The expression of circASCC3 and ASCC3 mRNA is elevated upon Nutlin-3 or DNA damage-inducing agent treatment. CAL51 (A), MCF7 (*B*), HCT116 (*C*), and A549 (*D*) cells were treated with Nutlin-3 (10 μM), Cisplatin (10 μM), or 5-FU (20 μM) for 48 h, followed by RT-qPCR analysis. Right panels indicate relative abundance of circASCC3 by normalizing to ASCC3 mRNA. (*E*–*G*) Knockdown of p53 abolishes the elevation of both circASCC3 and ASCC3 mRNA levels. (*H*–*K*) The levels of circASCC3 and ASCC3 mRNA are unaffected by Nutlin-3 (10 μM) or Cisplatin (10 μM) treatment in p53-null or -mutated cancer cells. (*L* and *M*) Knockdown of p53 has no impact on the expression of circASCC3 in p53-mutated cancer cells. (*N*) Overexpression of WT p53, but not mutant p53s, upregulates the expression of circASCC3 in H1299 cells. (*O*) Schematic illustration of the potential p53-responsive elements (p53-REs) within the promoter and the first intron of *ASCC3*. (*P*) p53 binds to p53-RE-1 and -2, determined by the ChIP assay. (*Q*) Overexpression of p53 triggers luciferase activity driven by the ASCC3 promoter, determined by the luciferase reporter assay. *P < 0.05, **P < 0.01, ***P< 0.001.

### The RNA-Binding Protein SFPQ Is Involved in p53-Mediated Upregulation of circASCC3.

The backsplicing circularization of circular RNAs is catalyzed by the spliceosomal machinery and modulated by intronic complementary sequences (ICSs) and RNA-binding proteins (RBPs) (23). We then sought to explore potential RBPs that are involved in the biogenesis of circASCC3. By searching RBPmap (24), we found that several RBPs might be responsible for the circularization of circASCC3 by binding to the flanking intronic regions. To test the hypothesis, we conducted an RNAi screen for RBPs that could regulate circASCC3 expression in CAL51 and HCT116 cells (*SI Appendix*, Fig. S3 *A* and *B*). As a consequence, we identified that ablation of SFPQ dramatically induced circASCC3 expression in both cell lines (Fig. 3 *A* and *B*). To validate these results, we employed two independent siRNAs to knock down SFPQ expression and consistently showed that SFPQ depletion significantly elevated the expression levels of circASCC3, but reduced the levels of ASCC3 mRNA (Fig. 3 *C* and *D*). These results suggested that SFPQ might play a role in inhibiting the circularization of circASCC3, thereby increasing the production of linear transcripts of *ASCC3*. It has been known that repetitive elements are the major ICSs, which contribute to the backsplicing and formation of circular RNA (23). We speculated that SFPQ might associate with these repetitive elements to prevent the circularization of circASCC3. Indeed, several potential SFPQ-binding sites were predicted within the repetitive elements on the flanking intronic regions (Fig. 3*E*). The RIP assay was then performed to confirm that SFPQ could associate with four of the six potential binding sites on both flanking regions of the exons 5 to 8 (Fig. 3*F*). Interestingly, we had noted that the DNA damage-inducing agents and Nutlin-3 could induce the expression of circASCC3 more markedly than ASCC3 mRNA (Fig. 2 *A*–*G* and *SI Appendix*, Fig. S2 *A* and *B*). These results suggested that p53 might also play a role in promoting the circularization of circASCC3. Thus, we tested whether p53 regulated the expression of SFPQ. By re-analyzing our microarray data, we found that p53 activation reduced SFPQ expression (*SI Appendix*, Fig. S3*C*). RT-qPCR analysis was performed to verified that Cisplatin and Nutlin-3 inhibited the expression of SFPQ (*SI Appendix*, Fig. S3 *D* and *E*), which could be partially reversed by p53 depletion (Fig. 3*G* and *SI Appendix*, Fig. S3 *F* and *G*). In addition, activation of p53 by Nutlin-3 or Cisplatin reduced SFPQ protein levels (*SI Appendix*, Fig. S3 *H* and *I*), whereas knockdown of p53 elevated SFPQ protein levels (*SI Appendix*, Fig. S3 *J* and *K*) in both CAL51 and HCT116 cells. Finally, three potential p53-REs around the *SFPQ* promoter region were identified (Fig. 3*H*) through p53MH algorithm (22), and p53-RE2 was validated as a binding site for p53 via the ChIP assay (Fig. 3*I*). Together, these results indicate that p53 may promote the circularization of circASCC3 by repressing the expression of SFPQ.

**Fig. 3.**
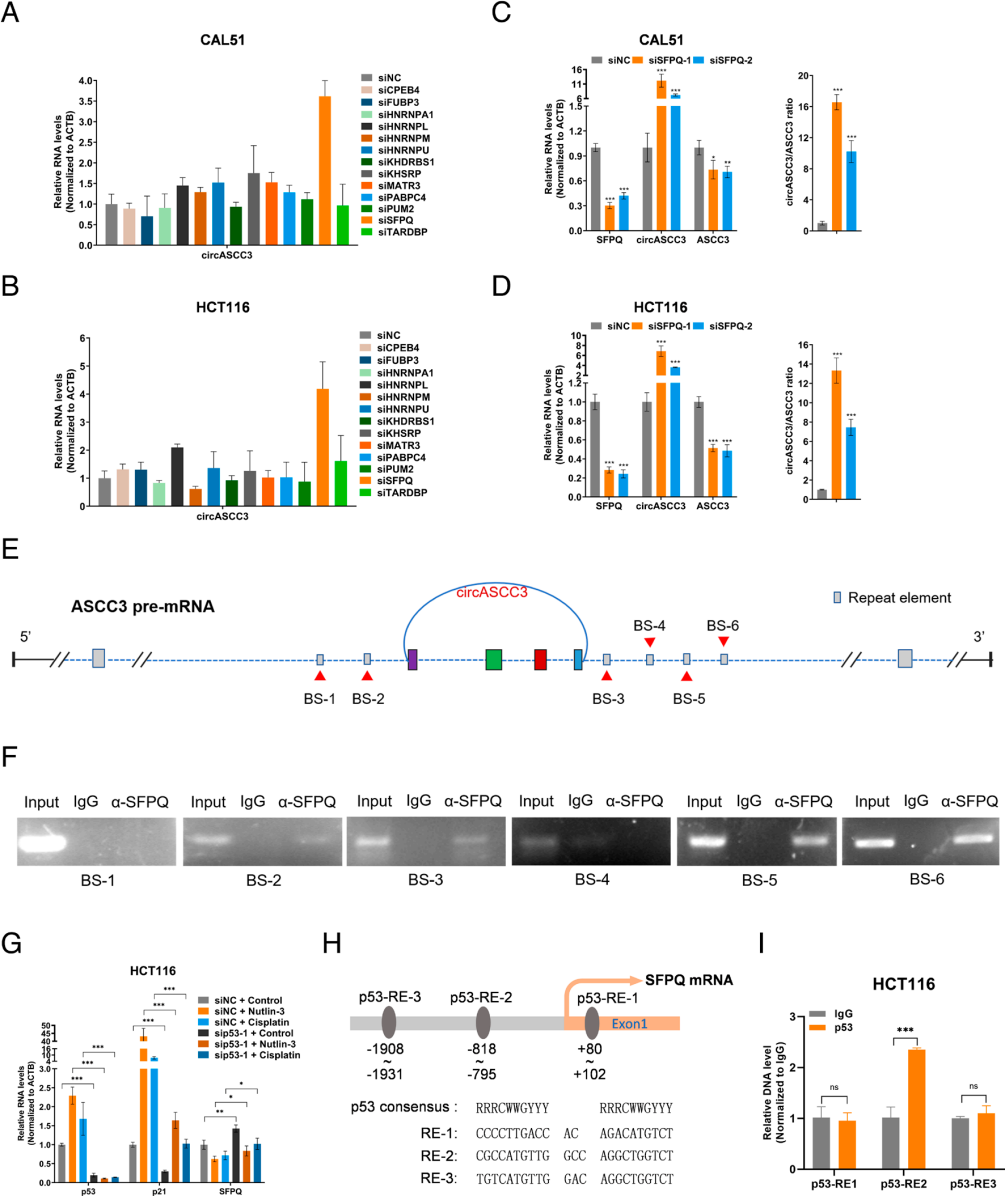
SFPQ is involved in p53-mediated upregulation of circASCC3. (*A* and *B*) The levels of circASCC3 were measured after knocking down the expression of a panel of RBPs. (*C* and *D*) Knockdown of SFPQ elevates the levels of circASCC3 but reduces ASCC3 mRNA expression. Right panels indicate relative abundance of circASCC3 by normalizing to ASCC3 mRNA. (*E*) Schematic illustration of the repeat elements and potential SFPQ-binding sites within the repeat elements near the flanking regions of circASCC3. (*F*) SFPQ associates with the repeat elements, as determined by the RIP assay. (*G*) Knockdown of p53 elevates the levels of SFPQ mRNA. (*H*) Schematic illustration of the potential p53-REs within the promoter and the first exon of *SFPQ*. (*I*) p53 binds to p53-RE-2, determined by the ChIP assay. *P < 0.05, **P < 0.01, ***P < 0.001.

### Ectopic circASCC3 Promotes Tumor Resistance to Genotoxic Stress.

To investigate the biological function of circASCC3, we ectopically overexpressed the circASCC3-encoding plasmid in various cancer cells (*SI Appendix*, Fig. S4 *A*–*D*). First, by conducting the cell viability assay and flow cytometric analysis, we found that circASCC3 overexpression could barely affect cell proliferation (*SI Appendix*, Fig. S4 *E*–*H*) or apoptosis (*SI Appendix*, Fig. S4 *I*–*L*). We then speculated that circASCC3 might play a role under DNA damage stress. To test this hypothesis, we conducted a pulse treatment of cancer cells, which closely resembles chemotherapy but minimizes extensive cell death (25), utilizing a strong DNA damage-inducing agent methyl methanesulfonate (MMS) as well as Cisplatin and Etoposide (*SI Appendix*, Fig. S5*A*). Unexpectedly, circASCC3 overexpression significantly promoted the growth of cancer cells when treated with these agents, as evidenced by the cell viability assay (Fig. 4 *A*–*D* and *SI Appendix*, Fig. S5 *B* and *C*). In addition, ectopic circASCC3 inhibited apoptosis upon genotoxic stress in various cancer cells, as indicated by the flow cytometric analysis (Fig. 4 *E*–*H* and *SI Appendix*, Fig. S5 *D*–*H*) and the levels of cleaved PARP (Fig. 4 *I* and *J* and *SI Appendix*, Fig. S5 *I* and *J*). Consistently, circASCC3 overexpression led to the resistance of cancer cells to MMS and Cisplatin (Fig. 4 *K* and *L*). Furthermore, our results showed that circASCC3 overexpression supported the growth of xenograft tumors treated with Cisplatin, as indicated by the increased tumor growth rate (Fig. 4*M*), weight (Fig. 4*N*), and size (Fig. 4*O*). The potential adverse events caused by the treatments were tolerable, as the average weight of the mice was not affected (Fig. 4*P*). Together, these results demonstrate that ectopic circASCC3 promotes cancer cell survival in vitro and in vivo under genotoxic stress.

**Fig. 4.**
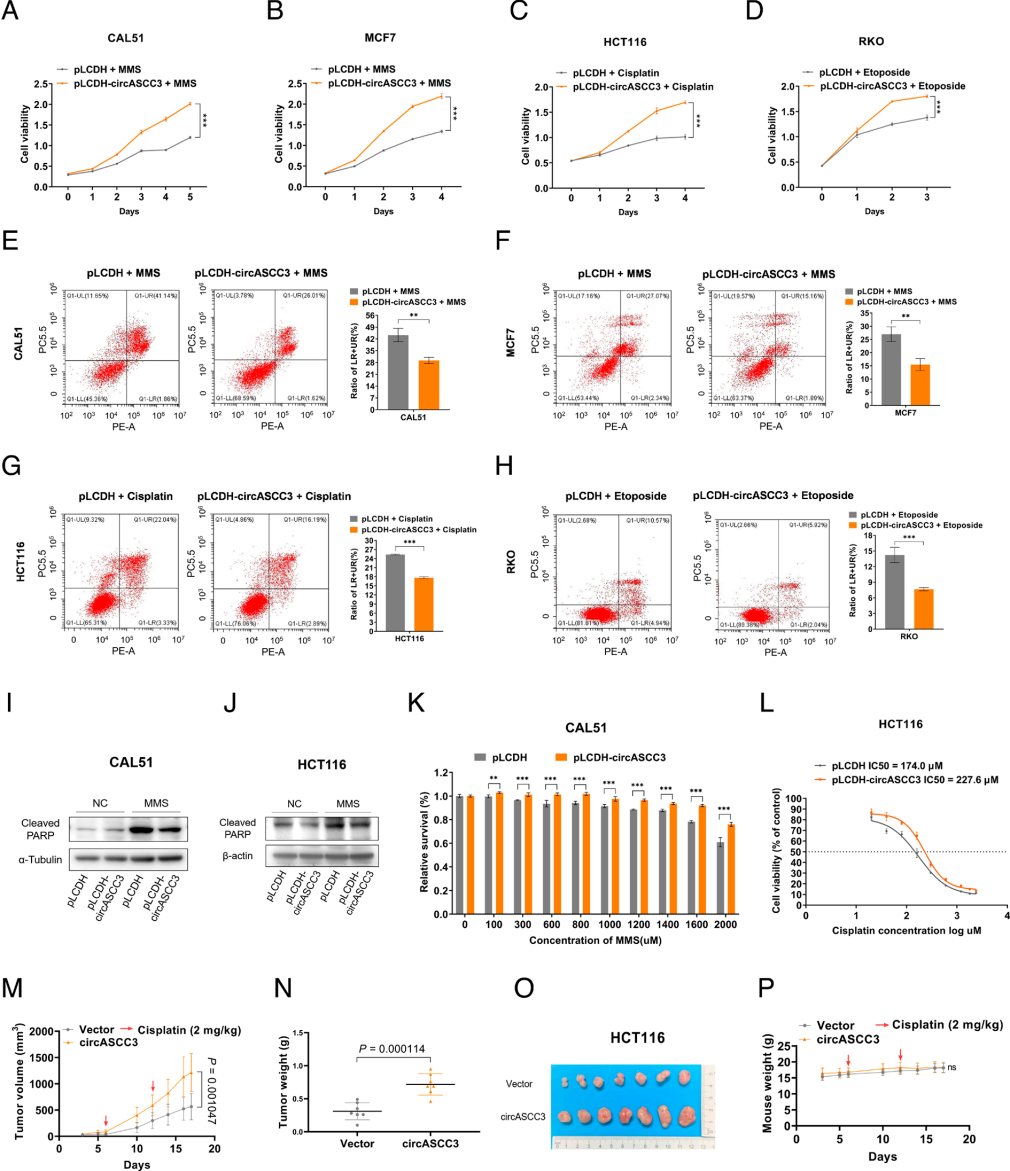
Ectopic circASCC3 promotes tumor resistance to genotoxic stress. (*A*–*D*) Overexpression of circASCC3 increases the growth of cancer cells exposed to the pulsed treatment with DNA damage-inducing agents. CAL51 (*A*), MCF7 (*B*), HCT116 (*C*), and RKO (*D*) cells were treated with MMS (1 mM), Cisplatin (100 μM), or Etoposide (80 μM) for 0.5 to 2 h, as illustrated in *SI Appendix*, Fig. S5*A*, and transfected with the indicated plasmids, followed by the cell viability assay. (*E*–*H*) Overexpression of circASCC3 reduces the apoptosis of cancer cells exposed to the pulsed treatment with DNA damage-inducing agents. (*I* and *J*) Overexpression of circASCC3 reduces the levels of cleaved PARP in cancer cells exposed to pulsed MMS. (*K* and *L*) Overexpression of circASCC3 increases the resistance of cancer cells that received pulsed treatments. (*M*–*P*) Stable overexpression of circASCC3 increases the growth rate (*M*), weight (*N*), and size (*O*) of HCT116-derived xenograft tumors. Mouse body weight is unaffected (*P*). All mice received Cisplatin treatment at Days 6 and 12 as indicated. Data are presented as mean ± SD, n = 7. *P* values were determined by two-tailed unpaired *t* test. **P < 0.01, ***P < 0.001.

### Ablation of circASCC3 Increases Tumor Sensitivity to Genotoxic Stress.

To examine the role of endogenous circASCC3, we depleted its expression using two independent siRNAs in various cancer cells, while the expression of *ASCC3* remained unaffected (*SI Appendix*, Fig. S6 *A*–*D*). Knockdown of circASCC3 barely affected cell growth (*SI Appendix*, Fig. S6 *E* and *F*) or apoptosis (*SI Appendix*, Fig. S6 *G* and *H*) in cancer cells when cultured in the unstressed condition. Nevertheless, depleting circASCC3 significantly suppressed cell growth (Fig. 5 *A*–*C*) and promoted apoptosis (Fig. 5 *D*–*G*) in cancer cells when treated with genotoxic agents. In line with these cell-based experiments, circASCC3 depletion inhibited the growth rate (Fig. 5*H*), weight (Fig. 5*I*), and size (Fig. 5*J*) of xenograft tumors treated with Cisplatin, without affecting the average weight of the mice (Fig. 5*K*). These results demonstrate that knockdown of circASCC3 enhances genotoxic stress-induced cell death in cancer.

**Fig. 5.**
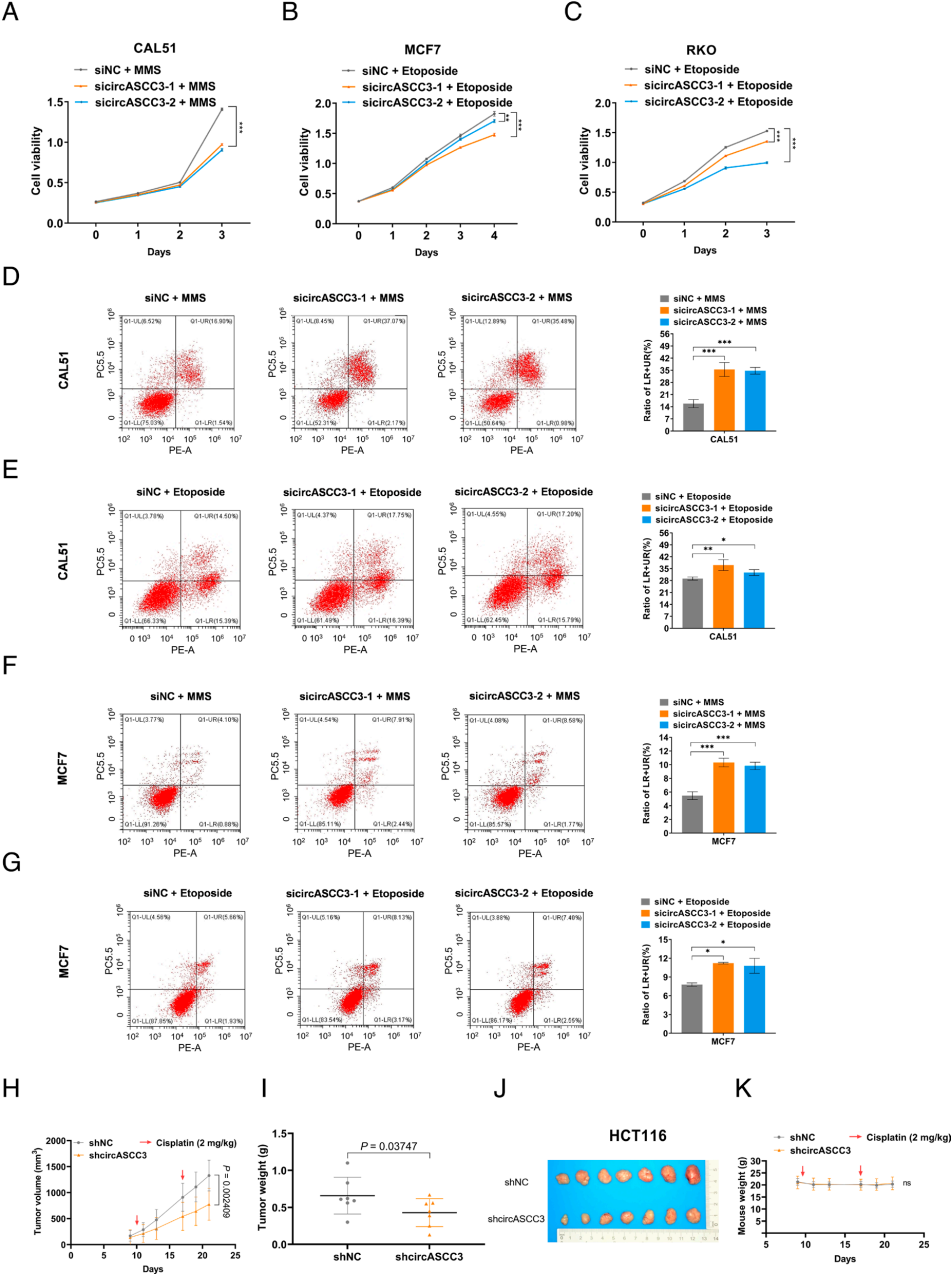
Ablation of circASCC3 increases tumor sensitivity to genotoxic stress. (*A*–*C*) Knockdown of circASCC3 suppresses the growth of cancer cells exposed to the pulsed treatment with DNA damage-inducing agents. (*D*–*G*) Knockdown of circASCC3 increases the apoptosis of cancer cells exposed to the pulsed treatment with DNA damage-inducing agents. (*H*–*K*) Stable knockdown of circASCC3 reduces the growth rate (*H*), weight (*I*), and size (*J*) of HCT116-derived xenograft tumors. Mouse body weight is unaffected (*K*). All mice received Cisplatin treatment at Days 10 and 17 as indicated. Data are presented as mean ± SD, n = 7. *P* values were determined by two-tailed unpaired *t* test. *P < 0.05, **P < 0.01, ***P < 0.001.

It was reported that ASCC3 could collaborate with ALKBH3 to repair DNA alkylation damage in prostate and lung cancer cells that sustained high levels of ALKBH3 expression (26). Thus, we tested whether endogenous ASCC3 was involved in cell survival under genotoxic stress in our study. Under our experimental conditions, knockdown of ASCC3 by two different siRNAs (*SI Appendix*, Fig. S7 *A* and *B*) did not influence cell growth (*SI Appendix*, Fig. S7 *C* and *D*) or apoptosis (*SI Appendix*, Fig. S7 *E*–*H*) under both the unstressed and the genotoxic condition. These findings indicate that the function of circASCC3 in triggering resistance to genotoxic stress is independent of its host gene *ASCC3* in these cells.

### CircASCC3 Interacts with and Stabilizes DDX5.

To understand the underlying mechanism by which circASCC3 supported cell survival in response to DNA damage stress, we conducted RNA-pull down assays using two strategies coupled with mass spectrometric (MS) analysis. CircASCC3-associated proteins were pulled down by a biotinylated, backsplicing junction (BSJ) probe against endogenous circASCC3 (Fig. 6*A*) and by the full-length, biotinylated, linearized circASCC3 transcripts (Fig. 6*B*), respectively. The protein complexes pulled down by both strategies were subjected to MS analysis, resulting in the identification of several proteins that might associate with circASCC3. RIP assays were then performed to validate that circASCC3 strongly bound to DDX5, as indicated by gel electrophoresis and RT-qPCR analyses (Fig. 6 *C* and *D*). However, there was no interaction observed with NONO, RUVBL1, or EIF4A3 (Fig. 6 *C* and *D*), despite the presence of these proteins in our MS results. DDX5 was shown to maintain genomic integrity and facilitate DNA damage repair by resolving R-loops (27–31). We thus speculated that circASCC3 might promote chemoresistance by regulating DDX5. Interestingly, we found that knockdown of circASCC3 reduced DDX5 protein levels (Fig. 6 *E* and *F*), while its mRNA expression remained unaffected (Fig. 6 *G* and *H*). This reduction could be completely restored in cancer cells when treated with the proteasome inhibitor MG132 (Fig. 6 *I* and *J*). Conversely, overexpression of circASCC3 extended the half-life of DDX5 protein (Fig. 6 *K* and *L*). In addition, we surprisingly found that Nutlin-3 or Cisplatin treatment led to a moderate reduction of DDX5 levels (Fig. 6 *M* and *N*), suggesting that the regulation of DDX5 by p53 is likely to be highly complex, particularly considering the fact that p53 can directly interact with DDX5 (32). Our results also showed that knockdown of circASCC3 could further reduce the levels of DDX5 in response to p53 activation (Fig. 6 *M* and *N*), which again indicates that p53-induced expression of circASCC3 is crucial for maintaining DDX5 protein stability. Moreover, our results showed that knockdown of DDX5 could partially reverse the effects of circASCC3 overexpression on cancer cell growth (Fig. 6*O*) and apoptosis (Fig. 6*P*). Together, these results suggest that circASCC3 triggers chemoresistance possibly by stabilizing DDX5 and thus eliminating R-loops, as elaborated below.

**Fig. 6.**
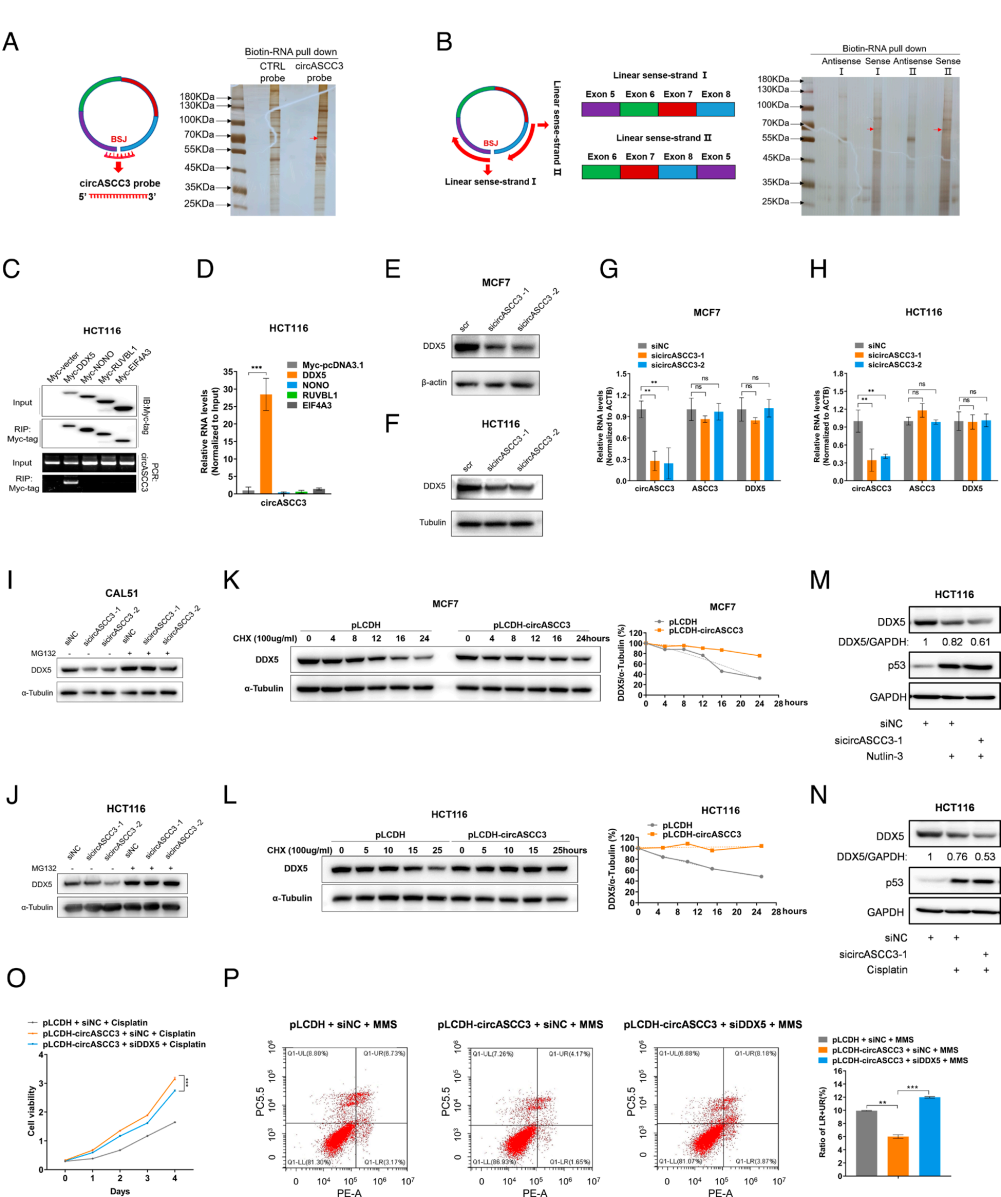
CircASCC3 interacts with and stabilizes DDX5. (*A*) Identification of circASCC3-interacting proteins using a biotinylated RNA probe complementary to the BSJ of endogenous circASCC3. (*B*) Identification of circASCC3-interacting proteins using biotinylated linear transcripts of circASCC3 as a bait. (*C* and *D*) CircASCC3 associates with DDX5, but not NONO, RUVBL1, or EIF4A3, determined by the RIP assay. (*E*–*H*) Knockdown of circASCC3 reduces the protein levels of DDX5, while not affecting mRNA expression of DDX5. (*I* and *J*) The proteasome inhibitor MG132 (20 μM) restores the protein levels of DDX5 in cells depleted of circASCC3. (*K* and *L*) Overexpression of circASCC3 prolongs the half-life of DDX5 protein. (*M* and *N*) Knockdown of circASCC3 further reduces DDX5 levels in response to Nutlin-3 (*M*) or Cisplatin (*N*) treatment. (*O* and *P*) Knockdown of DDX5 restores circASCC3-mediated cell growth and apoptosis. **P < 0.01, ***P < 0.001.

### CircASCC3 Represses R-loop Accumulation Through DDX5.

Since DDX5 restricts R-loops to maintain genomic stability (27–31), we examined whether circASCC3 played a role in resolving R-loops through DDX5 under DNA damage conditions. R-loops were found to accumulate at transcription pause sites, which are critical elements for transcription termination (33, 34). The human *ACTB* gene possesses a G-rich pause element, which could be utilized as a reference for indicating the formation of R-loops (34, 35). We performed DRIP-qPCR using the S9.6 antibody that specifically captures R-loops. Our results showed that overexpression of circASCC3 significantly reduced the level of R-loops formed at the *ACTB* pause site (Fig. 7*A*), whereas depletion of circASCC3 increased the formation of R-loops (Fig. 7*B*). These findings were further confirmed with an additional R-loop site at the *RPS23* locus (36) (Fig. 7 *A* and *B*). These results were reliable because R-loops could be almost eliminated by RNase H (Fig. 7 *A* and *B*), an endonuclease that selectively recognizes and resolves R-loops. An R-ChIP method was previously developed to detect R-loops using a catalytically inactive form of RNASEH1 (37). We then conducted the R-ChIP assay to test whether circASCC3 prevents R-loop accumulation. The D210N mutation of RNASEH1 was shown to bind to R-loops without breaking them down (37). Our results showed that overexpression of circASCC3 significantly reduced the levels of RNASEH1-D210N-bound R-loops (Fig. 7*C*). The WKKD mutant (W43A, K59A, K60A, and D210N) loses both catalytic and binding activities, which can be considered a negative control for comparison (37). Furthermore, S9.6 staining assay was performed to validate the function of circASCC3 in regulating R-loops. DNA damage induced by Cisplatin increased the levels of R-loops (Fig. 7*D*), which was consistent with previous studies (17, 38). Remarkably, knockdown of p53 or circASCC3 further promoted R-loop accumulation, while overexpression of DDX5 partially restored the R-loop levels (Fig. 7*D* and *SI Appendix*, Fig. S8*A*). Our results also revealed that SFPQ depletion significantly reduced R-loop levels, while the simultaneous knockdown of circASCC3 reversed the effect caused by SFPQ depletion (*SI Appendix*, Fig. S8 *B* and *C*). To determine whether p53 facilitates DNA damage repair, we evaluated the levels of γ-H2AX, a biomarker for double-strand breaks. As shown in *SI Appendix*, Fig. S9*A*, the treatment of cancer cells with a low dose of Nutlin-3 resulted in a more rapid decrease in γ-H2AX levels, demonstrating that p53 activation indeed promotes the repair of DNA damage caused by Cisplatin. Finally, we evaluated the clinical significance of circASCC3 in colorectal cancer samples (*SI Appendix*, Table S1). The levels of circASCC3 expression were lower in cancer tissues compared to normal tissues (Fig. 7*E*). This is possibly because p53 is usually inactivated or mutated in tumor cells. In line with its role in triggering tumor resistance to chemotherapy, higher levels of circASCC3 in tumors correlated with a worse prognosis (Fig. 7 *F* and *G* and *SI Appendix*, Table S2). However, the correlation was not statistically significant, and more samples may be needed for the analysis. Also, we observed a positive correlation between the expression levels of circASCC3 and DDX5 in ten colorectal cancer samples (*SI Appendix*, Fig. S9*B*). Collectively, our findings indicate that the p53–circASCC3 cascade maintains genomic stability by increasing DDX5-mediated resolution of R-loops.

**Fig. 7.**
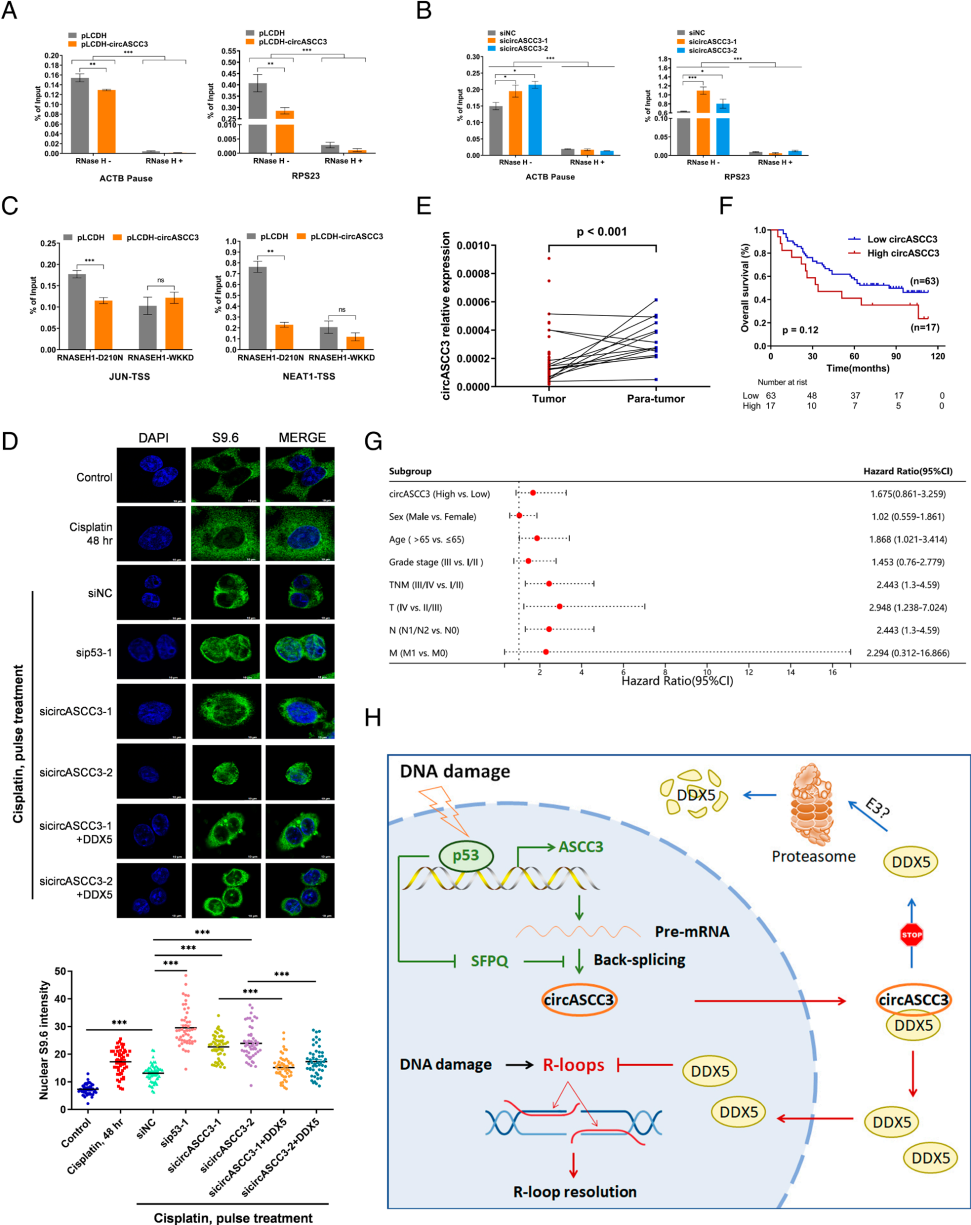
The p53–circASCC3 axis represses R-loop accumulation through DDX5. (*A*) Overexpression of circASCC3 reduces the level of R-loops formed at *ACTB* and *RPS23* loci, determined by the DRIP assay. (*B*) Knockdown of circASCC3 increases the level of R-loops formed at *ACTB* and *RPS23* loci, determined by the DRIP assay. RNase H serves as a negative control. (*C*) Overexpression of circASCC3 reduces the level of R-loops formed at *JUN* and *NEAT1* loci, determined by the R-ChIP assay. TSS, transcription start site. (*D*) Knockdown of circASCC3 increases the level of R-loops, while overexpression of DDX5 reverses this effect, determined by IF staining. (*E*) The levels of circASCC3 expression are lower in 15 colorectal cancer samples than matched adjacent normal tissues. (*F* and *G*) Higher levels of circASCC3 are associated with a worse prognosis in 80 colorectal cancer patients. (*H*) A schematic diagram for the role of the p53–circASCC3 axis in cancer. *P < 0.05, **P < 0.01, ***P < 0.001.

## Discussion

p53 maintains genomic stability and suppresses cancer by regulating the transcription of a myriad of protein-coding and -noncoding genes. Recently, p53 was found to control the expression of circRNAs by activating the transcription of their host genes. Circ-MDM2 was the first circRNA identified to be regulated by p53 because it originates from the *MDM2* gene locus. Like MDM2, this circRNA promotes tumor cell growth by downregulating the protein level of p53 (39). IRSense is another p53-induced circRNA, which confers resistance to radiotherapy in lung cancer (40). Our study as presented here demonstrates that p53 activates the transcription of the host gene and facilitates the circularization of circASCC3 (Figs. 2 and 3).

The activation of p53 can suppress the development of cancer, but it may also lead to resistance to chemotherapy by enhancing DNA damage repair. Our findings suggest that p53-induced circASCC3 plays a role in the repair of DNA damage caused by chemotherapy. Mechanistically, circASCC3 interacts with and stabilizes DDX5 (Fig. 6), an RNA/DNA helicase that resolves R-loops. Although we showed that circASCC3 prevented the proteasomal degradation of DDX5, further investigation is needed to determine whether any E3 ligases are involved in this process. Interestingly, a recent study showed that circASCC3 promoted the growth of lung cancer cells even under normal growing conditions, suggesting that the regulatory mechanism of circASCC3 may vary in the context of different cancers (41). Finally, through multiple experimental approaches, we demonstrated that circASCC3 prevented R-loop accumulation through DDX5 under DNA damage stress (Fig. 7 *A*–*D*). We also noticed that Cisplatin-induced DNA damage significantly promoted R-loop accumulation (Fig. 7*D*), which was in line with previously studies (17, 38), while the basal level of R-loops was relatively low in cancer cells. This result may explain why circASCC3 has a marginal effect on the growth and apoptosis of cancer cells under normal growing conditions (*SI Appendix*, Figs. S4 and S6). By analyzing matched colorectal cancer samples, we found that circASCC3 was expressed at a higher level in normal tissues compared to cancer tissues (Fig. 7*E*), suggesting that circASCC3 may prevent the formation of cancer by maintaining genomic stability in normal cells. In addition, higher levels of circASCC3 in tumors predicted a worse prognosis (Fig. 7 *F* and *G*) possibly due to its role in resolving R-loops and conferring chemoresistance. Taken together, these findings uncover that circASCC3 plays a vital role in p53-mediated R-loop resolution and the maintenance of genomic stability.

Interestingly, our results reveal that the protein-coding gene *ASCC3* is a bona fide target gene of p53. This was because DNA damage-inducing agents or Nutlin-3 increased the expression of *ASCC3*, while knockdown of p53 reduced its expression (Fig. 2 *A*–*G*). Additionally, our ChIP and luciferase reporter assays verified that p53 associated with the *ASCC3* gene promoter to activate the transcription (Fig. 2 *P* and *Q*). The finding that p53 transcriptionally induces ASCC3 expression suggests a different mechanism for how p53 facilitates DNA damage repair. ASCC3 encodes a 3’-5’ DNA helicase, which coordinates with ALKBH3 to remove DNA alkylation adducts (26). It was found that ASCC3 conferred resistance to alkylation damage in ALKBH3-highly expressed PC3, LNCap, and H23 cells, whereas it had no impact on WiDr, U2OS, and HTB-1 cells with low levels of ALKBH3 expression (26). This study together with our findings indicates that p53 may be involved in the repair of alkylation damage in cancer cells with high levels of ALKBH3.

In conclusion, our study identifies a p53-inducible circular RNA circASCC3. Upon DNA damage stress, overexpression of circASCC3 increases the survival and growth of cancer cells, while depletion of circASCC3 inhibits their survival and growth. Mechanistically, circASCC3 interacts with and prevents the proteasomal degradation of DDX5, resulting in the resolution of R-loops and the consequent resistance to DNA damage (Fig. 7*H*). Our study unravels an important mechanism by which p53 maintains genomic integrity.

## Materials and Methods

Cells were cultured in DMEM supplemented with 10% FBS and 1% penicillin and streptomycin. Nude mice were obtained and maintained at Laboratory Animal Science of Fudan University Shanghai Cancer Center. Full details on the materials and methods are described in *SI Appendix*.

## Ethics Approval and Consent to Participate

The present study was approved by the ethics committee of the participating institutions.

## Supplementary Material

Appendix 01

## Data Availability

The microarray data has been deposited in the GEO database, with the accession number GSE253781 (42). All other data are included in the article and/or *SI Appendix*.

# Supplementary material for: p53 activates circASCC3 to repress R-loops and enhance resistance to chemotherapy
**Source:** Proc Natl Acad Sci U S A. 2025 Mar 11;122(11):e2415869122. doi: 10.1073/pnas.2415869122
**Supplement:** Supplementary file 1 — Appendix 01

**Supporting Information for**

**p53 activates circASCC3 to repress R-loops and enhance resistance to chemotherapy**

Mingming Cao<sup>1,2,#</sup>, Yu Gan<sup>1,2,#</sup>, Yingdan Huang<sup>1,2</sup>, Jing Tong<sup>1,2</sup>, Chen Xiong<sup>1,2</sup>, Yajie Chen<sup>2,3</sup>,  
Bing Chen<sup>1,2</sup>, Ruixuan Huang<sup>4,5</sup>, Bangxiang Xie<sup>6,7</sup>, Jun Deng<sup>4,5</sup>, Shenglin Huang<sup>1,2,8,9</sup>,  
Xianghuo He<sup>1,2,8,9</sup>, Qian Hao<sup>1,2,8,\*</sup>, and Xiang Zhou<sup>1,2,8,9,\*</sup>

# Equal contribution

## **This PDF file includes:**

Supporting text  
SI References  
Figures S1 to S9  
Tables S1 to S11

## **Supporting Materials and Methods**

### **Plasmids and antibodies**

The loop sequence of circASCC3 was cloned into the plasmid pLCDH-GFP-CiR. DDX5, NONO, RUVBL1, and EIF4A3 were cloned into the Myc-tagged pcDNA3.1 vector. The p53-responsive element (p53-RE) was cloned into the pGL3 vector. The primers used for plasmid construction are listed in Supplementary Table S3. The shRNA oligos listed in Supplementary Table S4 were cloned into the pLKO.1 vector. The pPyCAG-RNASEH1-D210N and -WKKD plasmids were gifts from Liang Chen's lab. The anti-Flag (F1804, Sigma-Aldrich), anti-Myc (60003-2-Ig and 16286-1-AP, Proteintech), anti-DDX5 (Cat. No. 67025-1-Ig, Proteintech), anti- $\alpha$ -Tubulin (66031-1-Ig, Proteintech), anti- $\beta$ -actin (Cat. No. 66009-1-Ig, Proteintech), anti-Cleaved PARP (Cat. No. 13371-1-AP, Proteintech), anti- $\gamma$ -H2AX (Cat. No. 9718, Cell Signaling Technology), and anti-S9.6 (Cat. No. GS50001, Mabnus) were commercially purchased.

### **Cell culture and transient transfection**

Human cancer cell lines, including CAL51, MCF7, HCT116, HCT116 <sup>p53-/-</sup>, RKO, H1299, TOV112D, and ES-2, were cultured in DMEM supplemented with 10% FBS and 1% penicillin and streptomycin. OVCA420 cells were cultured in 1640 supplemented with 10% FBS and 1% penicillin and streptomycin. All cells were mycoplasma-free and authenticated by the Mycoplasma Detection Kit (Yeasen, Shanghai, China) and cultured at 37°C in a humidified incubator containing 5% CO<sub>2</sub>. Plasmids and siRNAs were transiently transfected using Hieff Trans Liposomal transfection reagent according to the manufacture's protocol (Yeasen, Shanghai, China). SiRNAs used in the study are listed in Supplementary Table S5.

### **Quantitative real-time polymerase chain reaction**

Total RNA was extracted using RNAiso Plus (Takara, Japan). Complementary DNA (cDNA) synthesis was performed using HiScript® II RT SuperMix for qPCR (+gDNA wiper) (Vazyme). RNA quantitative real-time polymerase chain reaction (RT-qPCR) was performed using SYBR Green SuperMix (Takara, Japan) and QuantStudio™ 6 Flex Real-Time PCR System (Thermo Fisher Scientific, USA). The primers used are listed in Supplementary Table S6.

### **RNA stability analysis**

For Actinomycin D treatment, cells were seeded into six-well plates and grew up to 60% confluence. Cells were then treated with 5 µg/ml Actinomycin D and collected at the indicated time points. Total RNA was extracted using RNAiso Plus (Takara, Japan) and analyzed by RT-qPCR. For RNase R treatment, total RNA (3 µg) was incubated with 5U of RNase R (Lucigen, Wisconsin, USA) for 15 m at 37°C and then 70°C for 10 m to inactivate RNase R. The abundance of the indicated RNAs were analyzed by RT-qPCR. The primers used are listed in Supplementary Table S7.

### **RNA pull-down**

Cell lysates were prepared in RIP buffer supplemented with complete protease inhibitor cocktail and RNase inhibitor. Cell lysates were incubated with the in vitro transcribed biotin-labelled RNA or RNA probes at 4°C for 3 h. The primers used for in vitro transcription are listed in Supplementary Table S8. The mixtures were then incubated with precleared streptavidin magnetic beads at 4°C overnight. After washing the mixtures for five times with RIP buffer, SDS loading buffer was added into beads and boiled at 100°C for 10 m. The samples were analyzed by SDS-PAGE gels and mass spectrum.

### **Immunoblotting**

Immunoblotting (IB) was conducted as previously described (1). Briefly, cells were harvested and lysed in lysis buffer consisting of 50 mM Tris/HCl (pH8.0), 150 mM NaCl, 1% (v/v) Triton X-100, 0.1% (w/v) SDS, 1% sodium deoxycholate, and complete protease inhibitor cocktail. Equal amounts of protein lysates were resolved by an SDS-PAGE gel and then transferred on a PVDF membrane (Millipore, USA). The membrane was incubated with primary antibodies at 4°C overnight and then with a secondary antibody at room temperature for 1 h. The immunoreactive signals were visualized by an enhanced chemiluminescence (ECL) kit.

### **Immunoprecipitation**

Cells were harvested and lysed in immunoprecipitation (IP) lysis buffer consisting of 50 mM Tris/HCl pH7.5, 150 mM NaCl, 5 mM EDTA, 0.5% (v/v) NP-40, and complete protease inhibitor cocktail. 500 to 1000 mg total proteins were incubated with the indicated antibodies at 4°C overnight and then mixed with protein A or G beads (Santa Cruz Biotechnology, USA) at 4°C for 2 h. The mixture was washed five times with IP lysis buffer. The bound proteins were detected by IB analysis.

### **Immunofluorescence staining**

Cells were treated with or without Cisplatin and transfected with siRNAs and plasmids as indicated in the figure. Then, cells were fixed with methanol overnight at -20°C. Cells were

washed with PBS three times and blocked with the blocking buffer (8% BSA and 0.3% Triton X-100) for 1 h at room temperature. Next, cells were incubated with the primary antibody (anti-S9.6, 1:100) at 4°C overnight. Cells were then washed with PBS and incubated with the fluorescent secondary antibody (Yeasen) and DAPI (Sigma-Aldrich). Images were obtained with a confocal fluorescence microscope (Leica, Wetzlar, Germany).

### **RNA immunoprecipitation**

Cells were lysed in RNA immunoprecipitation (RIP) buffer consisting of 10 mM Tris/HCl (pH7.4), 150 mM NaCl, 1 mM EDTA, 1 mM dithiothreitol, 0.1% (w/v) sodium dodecyl sulfate, 1% (v/v) NP-40, complete protease inhibitor cocktail, and RNase inhibitor. Equal cell lysates were immunoprecipitated with the indicated antibodies at 4°C overnight before incubating with protein A or G beads at 4°C for 3 h. 2% of each sample was used for input analysis by immunoblotting or PCR. After washing the mixtures for six times, bound RNAs were extracted using RNAiso Plus and analyzed by RT-qPCR. The primers used are listed in Supplementary Table S9.

### **Chromatin immunoprecipitation**

Chromatin immunoprecipitation (ChIP) assay was performed using the Magna ChIP™ A/G Chromatin IP Kit following the manufacturer's protocol (Merck). Briefly, 1% formaldehyde was added to cell dishes to crosslink cells at room temperature for 10 min and then glycine was added to a final concentration of 125 mM to stop crosslinking. After rinsing with ice-cold PBS, cells were scraped from dishes and suspended in the ChIP lysis buffer supplemented with a protease inhibitor. Then cell pellets were collected and lysed using the nuclear lysis buffer. The chromatin was sheared into fragments ranging from 200 to 1000 bp by sonication. Magnetic beads with the anti-p53 antibody or IgG were mixed with the sheared chromatin at 4°C overnight. Beads were washed four times and eluted using the elution buffer. Bound DNAs were purified and analyzed by qPCR. The primers used are listed in Supplementary Table S10.

### **DNA-RNA immunoprecipitation**

Cells were lysed with SDS/proteinase K at 37°C overnight. Nucleic acids were purified using phenol-chloroform and High Density Maxtract Phase Lock Gel, followed by ethanol precipitation at room temperature. The nucleic acids obtained were digested overnight at 37°C using a combination of restriction enzymes (BsrGI, EcoRI, HindIII, SspI, and XbaI) in NEB buffer 2.1 supplemented with 1 mM Spermidine and 100 µg/ml BSA. Digested DNAs were purified through phenol-chloroform extraction using High Density Maxtract Phase Lock Gel and then either treated with RNase H overnight at 37°C in NEB RNase H buffer or left untreated. DNA:RNA hybrids from 10 µg digested nucleic acids were incubated with 3 µl S9.6 antibody, which specifically captures DNA:RNA hybrids, and 50 µl protein A/G agarose beads at 4°C for 3 h in DNA-RNA immunoprecipitation (DRIP) binding buffer (10 mM NaPO<sub>4</sub>, 140 mM NaCl,

0.05% Triton X-100). Beads were then washed three times with DRIP binding buffer at room temperature, and eluted with the elution buffer (50 mM Tris pH 8.0, 10 mM EDTA pH 8.0 and 0.5% SDS, and 140 µg protease K) at 55°C for 45 m. The nucleic acids were purified through phenol-chloroform extraction, followed by ethanol precipitation at -20°C overnight. Quantitative PCR was performed using the primers listed in Supplementary Table S11.

### **R-chromatin immunoprecipitation**

The R-chromatin immunoprecipitation (R-ChIP) assay was described previously (2). Briefly, HEK-293T cells expressing V5-tagged RNASEH1-D210N or -WKKD mutant protein were crosslinked with 1% formaldehyde for 10-15 m at room temperature. Glycine was added to a final concentration of 125 mM for 15 m at room temperature to stop the reaction. After washing twice with PBS, cells were scraped off and the nuclei were extracted using cell lysis buffer (10 mM Tris/HCl pH8.0, 10 mM NaCl, 0.5% Igepal CA-630) and suspended in nuclear lysis buffer (50 mM Tris/HCl pH8.0, 10 mM EDTA pH8.0, 1% SDS). Chromatin DNA was fragmented into 100-600 bp fragments using sonication. 5% of chromatin fragments were reserved for input analysis. The remaining samples were incubated with beads conjugated with the anti-V5 antibody at 4°C overnight. Beads were then washed three times with wash buffer I (20 mM Tris/HCl pH8.0, 2 mM EDTA pH8.0, 1% Triton X-100, 0.1% SDS, 150 mM NaCl), three times with wash buffer II (20 mM Tris/HCl pH8.0, 2 mM EDTA pH8.0, 1% Triton X-100, 0.1% SDS, 500 mM NaCl), once with wash buffer III (10 mM Tris/HCl pH8.0, 1 mM EDTA pH8.0, 1% Igepal CA-630, 250 mM LiCl, 1% sodium deoxycholate), and once with TE buffer. Then the beads were incubated with elution buffer (10 mM Tris/HCl pH8.0, 1 mM EDTA pH8.0, 1% SDS) at 65°C overnight and treated with RNase A and Proteinase K. The DNAs were purified through phenol-chloroform extraction and ethanol precipitation at -20°C overnight. The samples were subjected to PCR analysis using primers listed in Supplementary Table S11.

### **Cell viability assay**

The Cell Counting Kit-8 (CCK-8) (Dojindo, Shanghai, China) was used for the cell viability assay according to the manufacturer's instructions. Cells transfected with the indicated plasmids or siRNAs or treated with pulsed agents were seeded in 96-well culture plates at a density of 2000-4000 cells per well. 10% WST-8 was added to each well every 24 h, and the absorbance of the samples was measured at 450 nm.

### **Flow cytometry**

Cell apoptosis was assessed using the PE annexin V apoptosis detection kit (BD Pharmingen). Cells were harvested with trypsin, washed with precooled PBS, and resuspended with 100 µl 1 × binding buffer. Cells were then incubated with Annexin V-PE and 7-aminoactinomycin D (7AAD) at room temperature for 15 m in the dark. The level of apoptosis was determined by flow cytometry (CytoFLEX S, Beckman Coulter).

### Mouse xenograft experiment

Five-week-old female BALB/c nude mice were obtained from Laboratory Animal Science of Fudan University Shanghai Cancer Center.  $4 \times 10^6$  HCT116 cells stably overexpressing circASCC3 or shcircASCC3 or control vectors were resuspended in 100  $\mu$ l serum-free medium and subcutaneously injected into flank regions of mice. Tumor growth was monitored every other day with electronic digital vernier caliper in two dimensions. Tumor volume was calculated according to the formula: volume = length  $\times$  width<sup>2</sup>  $\times$  0.52. When the tumors reached an appropriate volume, they were harvested, weighted, and photographed. The animal protocols were in compliance with ethical guidelines and approved by the Animal Welfare Committee of Fudan University Shanghai Cancer Center.

### Whole-transcriptome microarray

CAL51 cells were treated with DMSO, Nutlin-3, 5-fluorouracil, or Cisplatin for 48 h. Total RNA was extracted using RNAiso Plus (Takara, Japan). Microarray analysis was provided by Shanghai Biotechnology Corporation (Shanghai, China).

### Colorectal cancer specimens

A total of 80 colorectal cancer tissues with 15 matched adjacent normal tissues were used to construct a cDNA microarray (Shanghai Outdo Biotech, Shanghai, China), which was subjected to qPCR analysis of the expression of circASCC3. This study was approved by the Human Research Ethics Committee of Fudan University Shanghai Cancer Center.

### Statistical analysis

All in vitro experiments were conducted in biological triplicate. Differences between two or more groups were analyzed by the Student's t-test or one-way ANOVA. Statistical analyses were conducted using GraphPad Prism 8.0 and presented as means  $\pm$  the standard deviation (SD). Kaplan-Meier plot method and log-rank tests were used to analyze significant differences in patient survival. Asterisks denote statistical significance: \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ .

### References

1. Y. Huang *et al.*, p53-responsive CMBL reprograms glucose metabolism and suppresses cancer development by destabilizing phosphofructokinase PFKP. *Cell reports* **42**, 113426 (2023).
2. J. Y. Chen, X. Zhang, X. D. Fu, L. Chen, R-ChIP for genome-wide mapping of R-loops by using catalytically inactive RNASEH1. *Nature protocols* **14**, 1661-1685 (2019).

## Supplementary Figure Legends

### **Figure S1. Identification of circRNAs that are responsive to chemotherapeutic agents. Related to Figure 1.**

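Of the 45709 probes tested that are not circRNA probes, 4477 were higher and 2301 were lower in the treated arrays than in the DMSO arrays, so that 66.1% of the changed probes rose. At least 2-fold changes numbered 2730 up and 941 down. These probes are not paired with gene names in the tables used here, so no value is given for p53 target genes. In 15012 of them, or 32.8%, the treated and the DMSO arrays did not overlap, where chance gives 10% on average. Probes are not independent, and the spread of that share was not estimated. The total of 6778 changed probes became 8988 with slide as a block, 3000 within slide 1, and 2130, 2283 and 2803 without DMSO 1, DMSO 2 and DMSO 3. With normexp background correction, 13161 were higher and 3569 lower. The share of the changed probes that rose was 62.6% with quantile normalization and 71.2% with dim probes kept. Each treated array was dimmer than each DMSO array before scaling, so this share cannot be told apart from an effect of overall brightness.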

(A) The volcano plot of genes that are differentially expressed upon the treatments with all three agents (Nutlin-3, Cisplatin, and 5-FU). (B-D) RT-qPCR analysis of the expression of circRNAs in cancer cells when treated with DMSO, Nutlin-3, Cisplatin, or 5-FU. (E) CircASCC3 is mainly localized to the cytoplasm in RKO cells.

### **Figure S2. p53 regulates the expression of circASCC3. Related to Figure 2.**

(A) The expression of circASCC3 and ASCC3 mRNA is elevated upon Cisplatin treatment in RKO cells. Right panels indicate relative abundance of circASCC3 by normalizing to ASCC3 mRNA. (B) Knockdown of p53 abolishes the elevation of both circASCC3 and ASCC3 mRNA levels in Hey cells. (C, D) Knockdown of p53 using a second siRNA abolishes the elevation of both circASCC3 and ASCC3 mRNA levels in HCT116 and CAL51 cells. \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

### **Figure S3. Identification of SFPQ as a regulator of circASCC3. Related to Figure 3.**

(A, B) The efficiency of knocking down the expression levels of a panel of RNA-binding proteins. (C) The volcano plot reveals that SFPQ is downregulated in cancer cells when treated with Nutlin-3, Cisplatin, or 5-FU. (D, E) SFPQ mRNA levels are reduced upon Nutlin-3 or Cisplatin treatment. (F, G) Knockdown of p53 by two independent siRNAs elevates the levels of SFPQ mRNA. (H, I) Nutlin-3 or Cisplatin treatment reduces SFPQ protein levels. (J, K) Knockdown of p53 elevates SFPQ protein levels. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

### **Figure S4. Ectopic circASCC3 has no impact on the growth of cancer cells under normal growing conditions. Related to Figure 4.**

(A-D) The efficiency of circASCC3 overexpression in different cancer cell lines. (E-H) Overexpression of circASCC3 does not affect the growth of cancer cells under normal growing conditions. (I-L) Overexpression of circASCC3 does not affect the apoptosis of cancer cells under normal growing conditions. \*\*\*  $p < 0.001$ .

### **Figure S5. Ectopic circASCC3 promotes tumor resistance to genotoxic stress. Related to Figure 4.**

(A) The experimental design of the pulse treatment of cells with DNA damage-inducing agents. (B, C) Overexpression of circASCC3 increases the growth of cancer cells treated with pulsed Etoposide or MMS. (D-H) Overexpression of circASCC3 reduces the apoptosis of cancer cells treated with pulsed Cisplatin, Etoposide, or MMS. (I, J) Overexpression of circASCC3 reduces the levels of cleaved PARP in cancer cells treated with pulsed Cisplatin or Etoposide. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

0.05, \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

**Figure S6. Ablation of circASCC3 has no impact on the growth of cancer cells under normal growing conditions. Related to Figure 5.**

(A-D) The efficiency of circASCC3 knockdown in different cancer cell lines. (E, F) Knockdown of circASCC3 does not affect the growth of cancer cells under normal growing conditions. (G, H) Knockdown of circASCC3 does not affect the apoptosis of cancer cells under normal growing conditions. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

**Figure S7. Ablation of ASCC3 has no impact on the growth of cancer cells.**

(A, B) The efficiency of ASCC3 knockdown in different cancer cell lines. (C, D) Knockdown of ASCC3 does not significantly affect the growth of cancer cells. (E-H) Knockdown of ASCC3 does not significantly affect the apoptosis of cancer cells. \*\*\*  $p < 0.001$ .

**Figure S8. R-loop levels determined by S9.6 staining. Related to Figure 7.**

(A) Knockdown of p53 by two independent siRNAs increases the level of R-loops as determined by S9.6 staining, which can be depleted by the overexpression of RNASEH1. (B, C) Knockdown of SFPQ reduces the level of R-loops caused by pulsed Cisplatin, while concurrent knockdown of circASCC3 reverses this effect. \*\*\*  $p < 0.001$ .

**Figure S9. The p53-circASCC3-DDX5 axis play a role in DNA damage repair. Related to Figure 7.**

(A) Nutlin-3-induced p53 activation promotes the repair of DNA damage caused by pulsed Cisplatin. HCT116 cells were treated with pulsed Cisplatin (200  $\mu\text{M}$ ) for 45 m, after which the medium was replaced with a fresh one. Nutlin-3 (5  $\mu\text{M}$ ) and Z-VAD-FMK (15  $\mu\text{M}$ ) were then added to the medium as indicated. Cells were collected for immunoblotting analysis at the timepoints as indicated. To observe DNA damage repair over an extended period, all cells were treated with the apoptosis inhibitor Z-VAD-FMK. (B) The expression levels of circASCC3 and DDX5 are positively correlated in ten colorectal cancer samples.

Figure S1

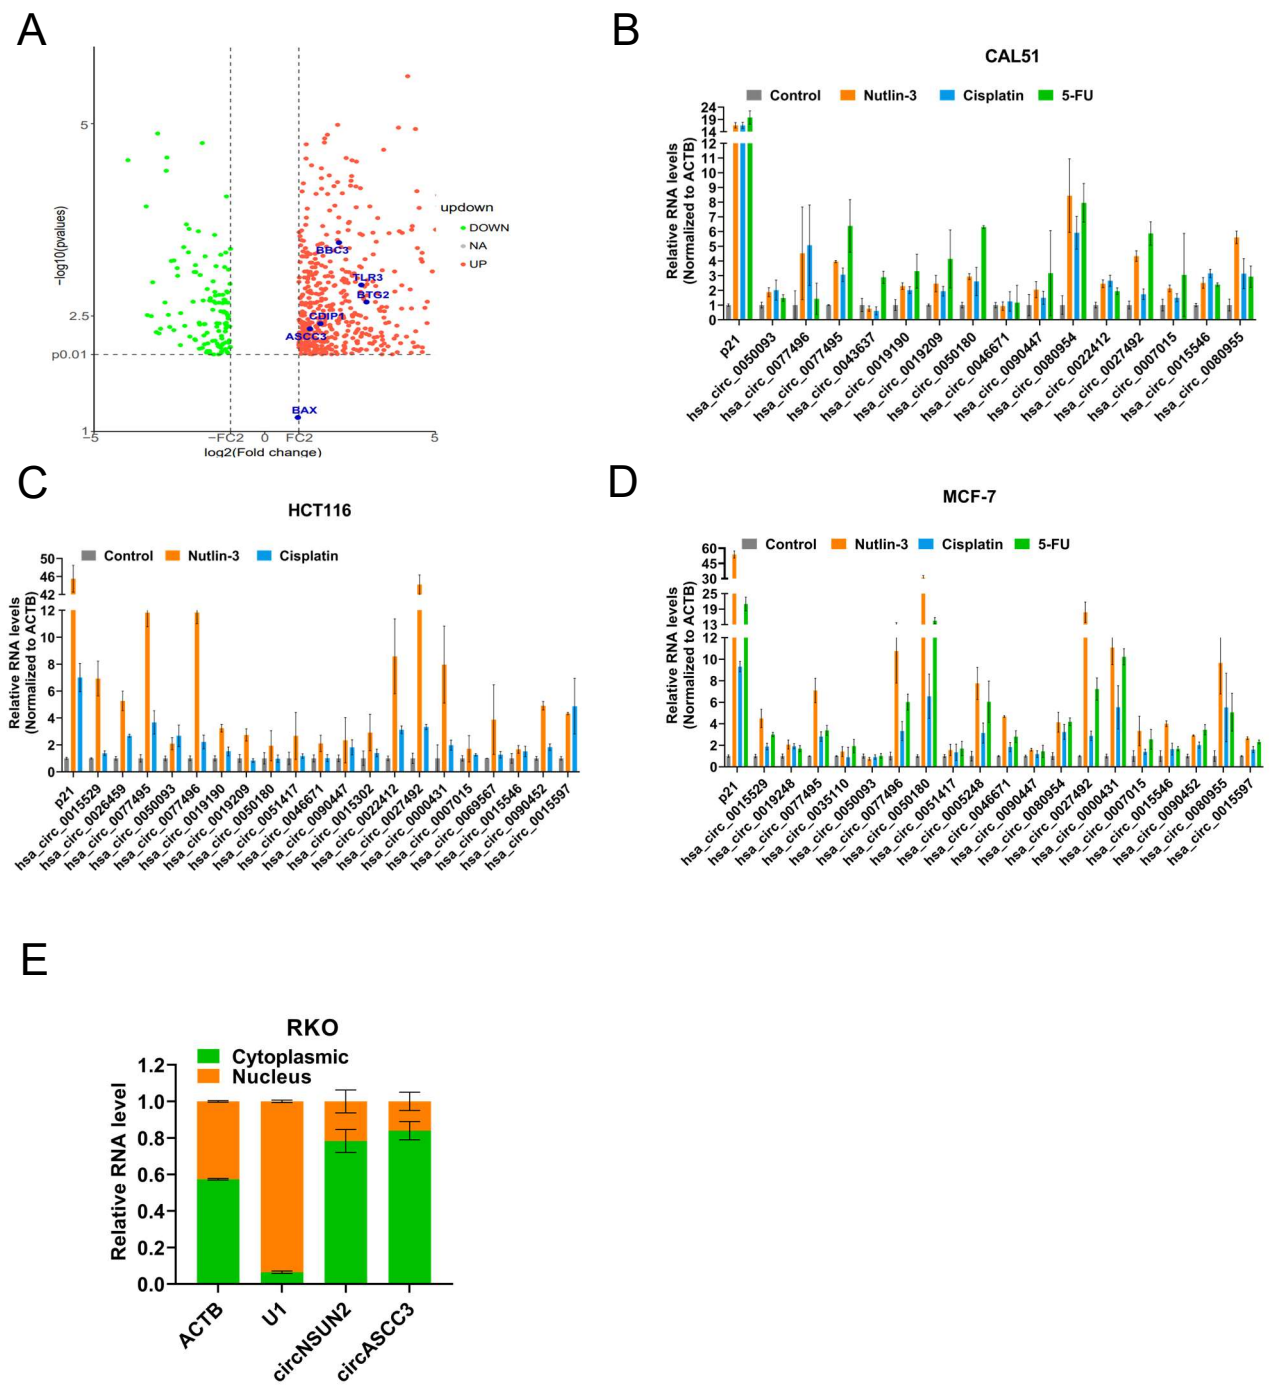

Figure S2

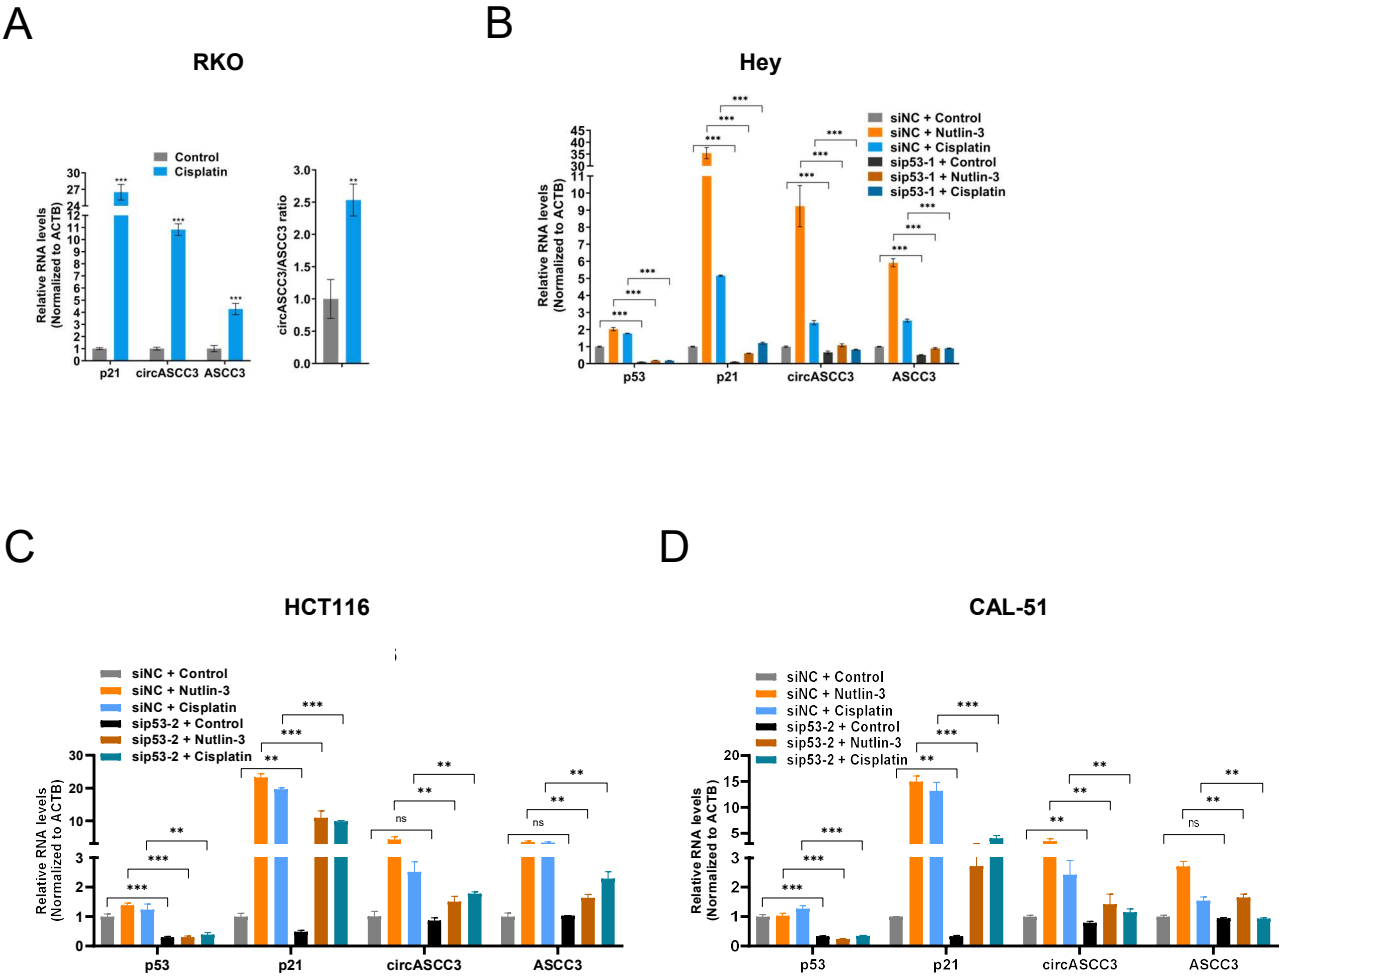

Figure S3

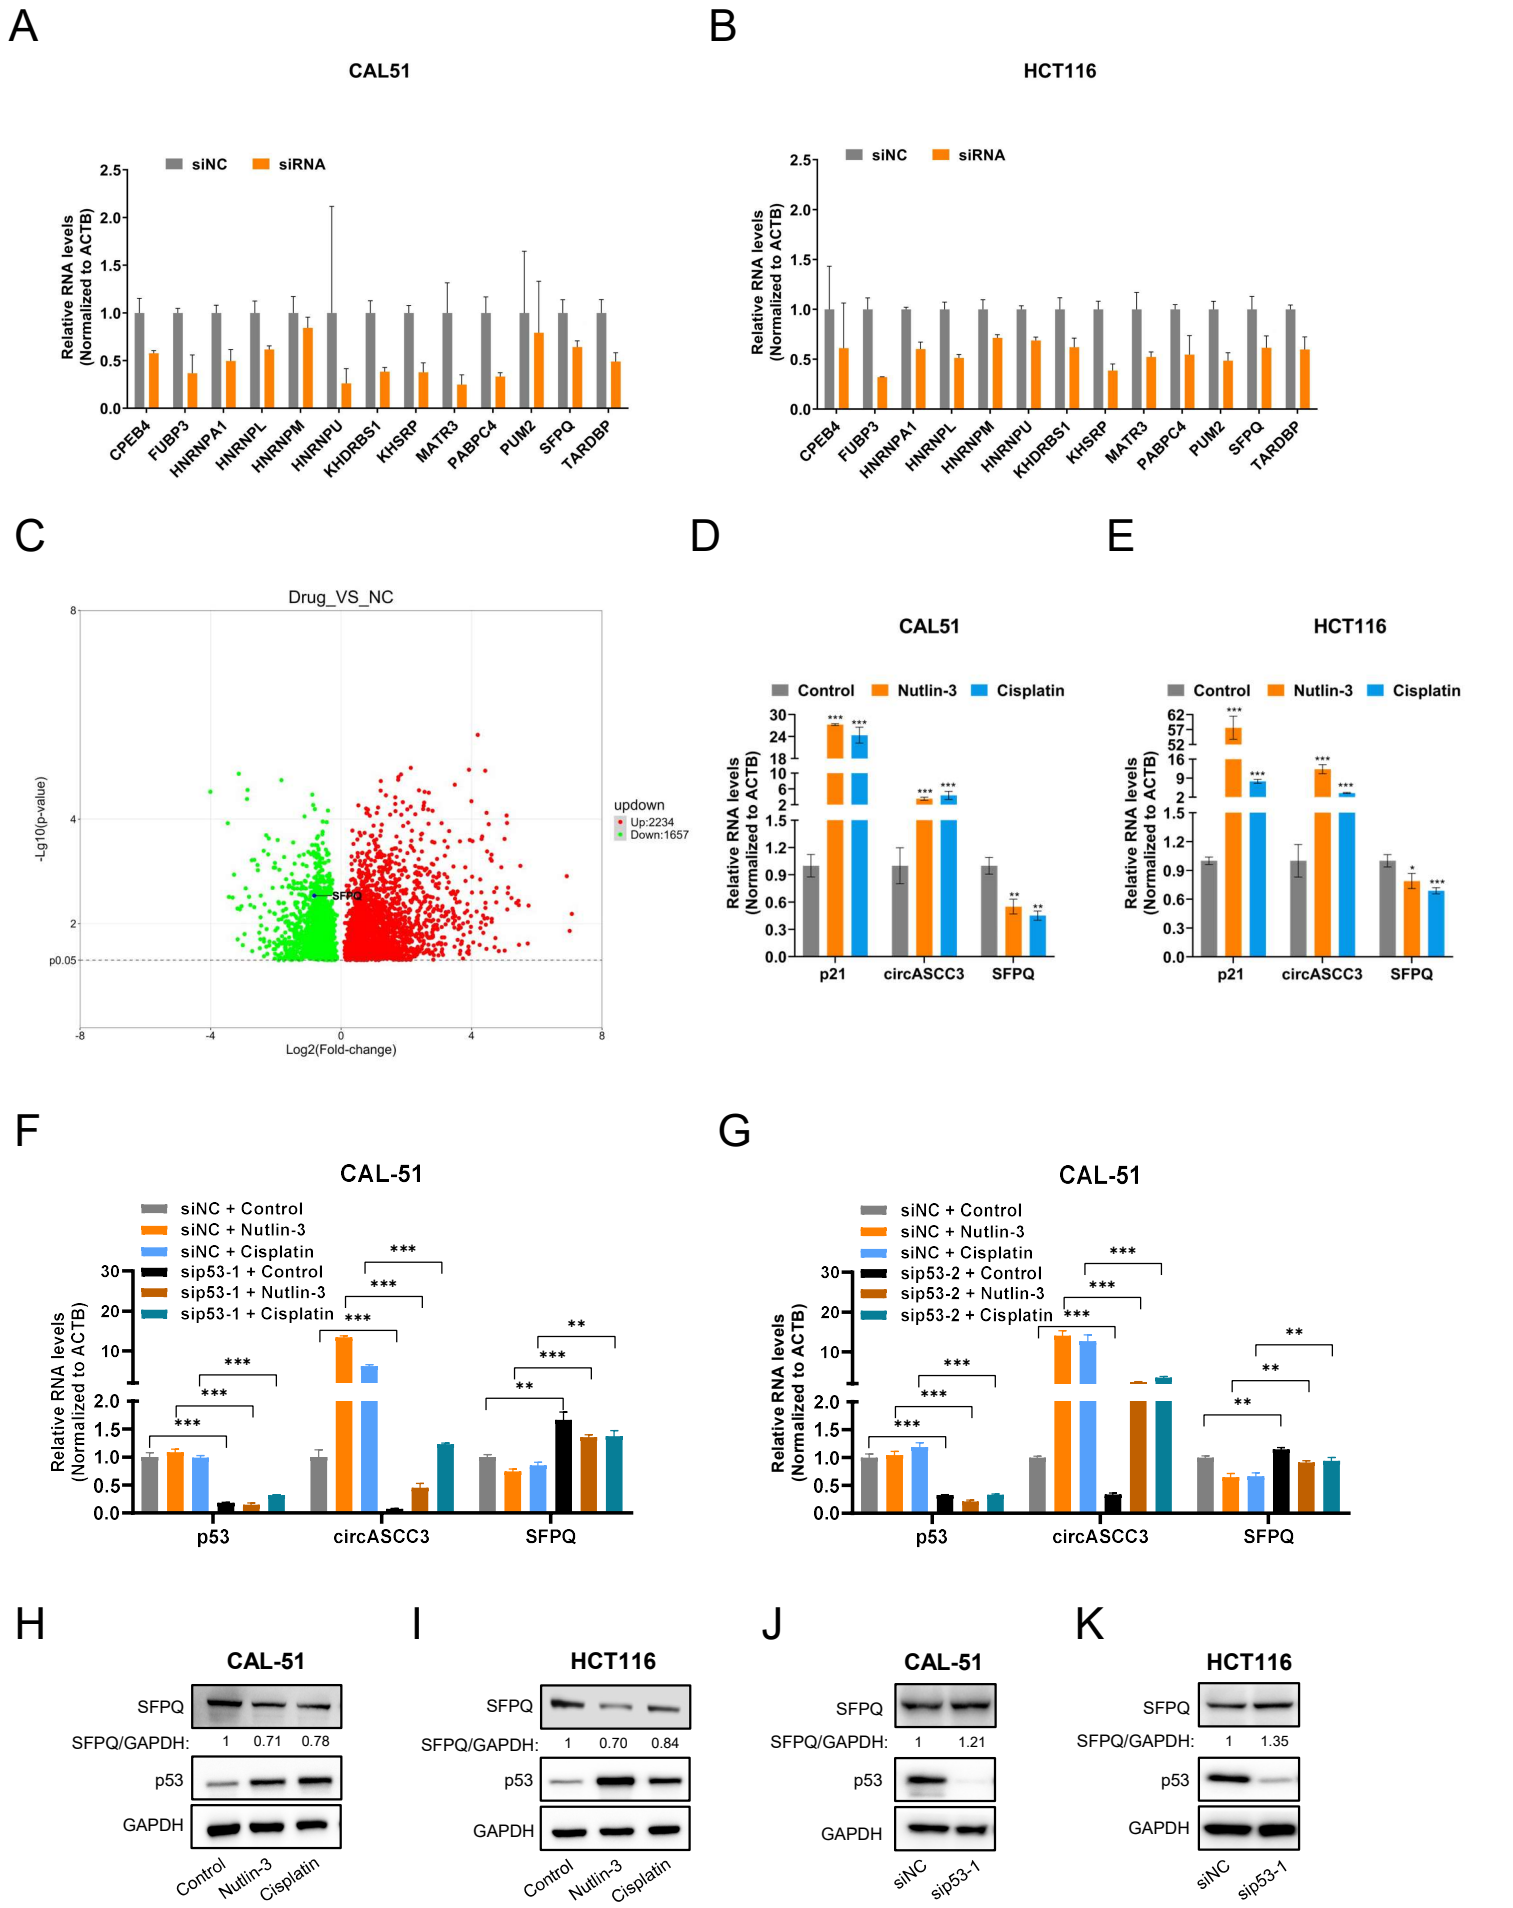

Figure S4

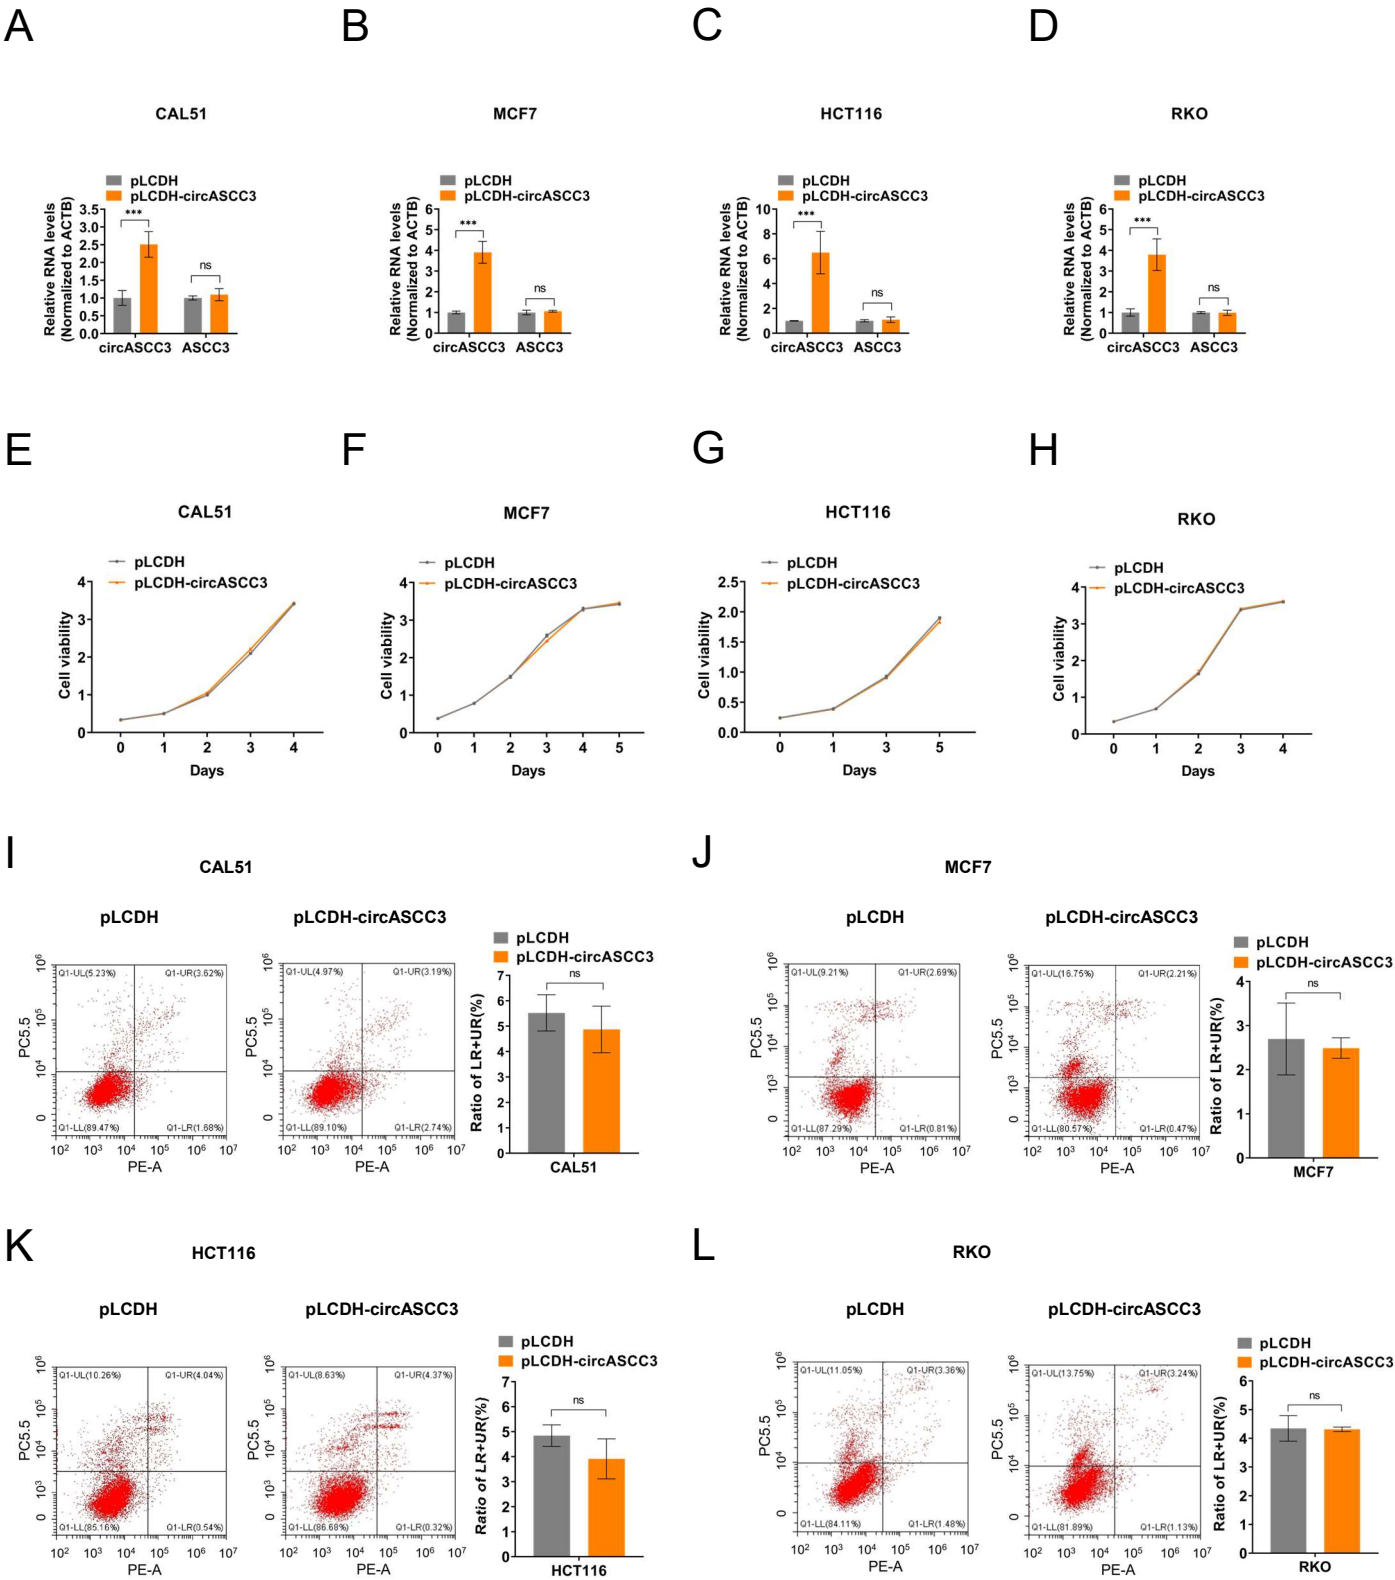

Figure S5

A

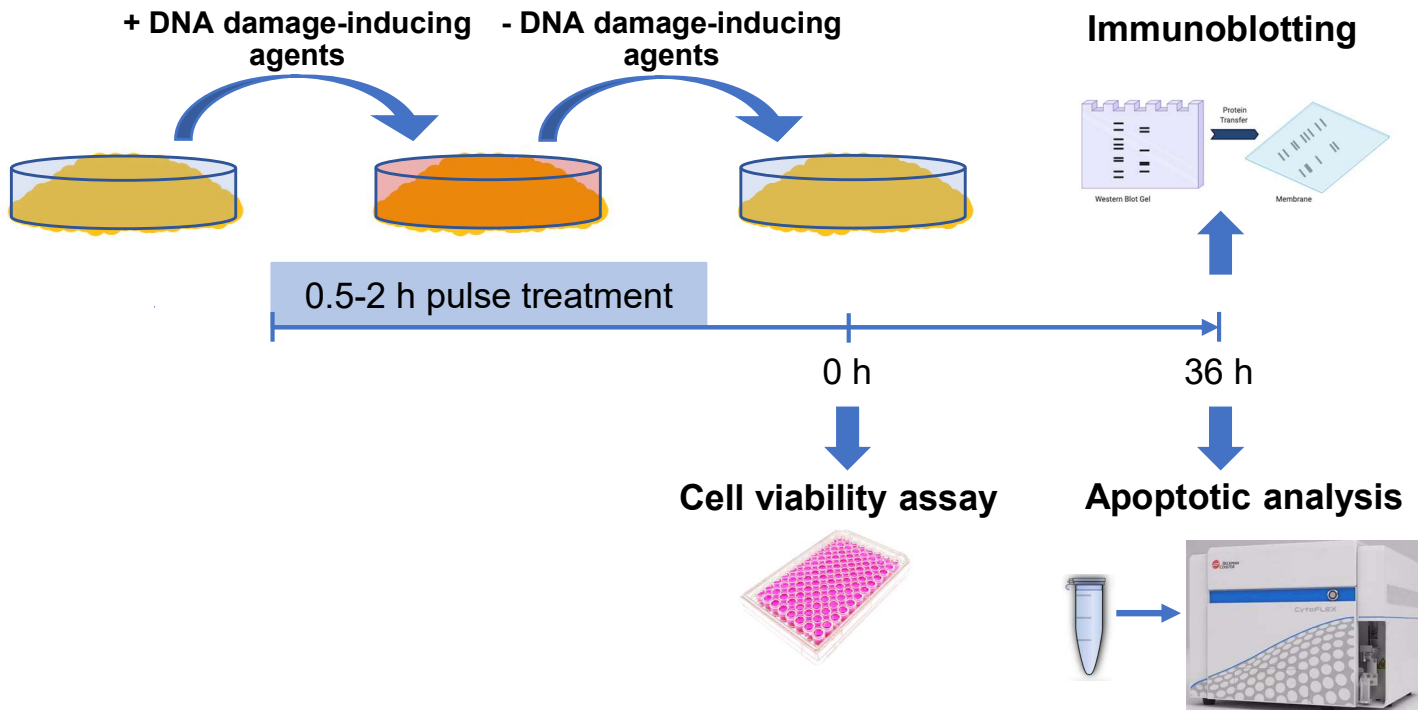

B

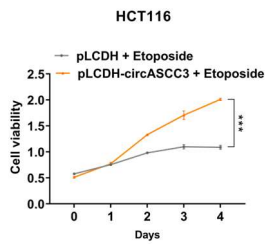

C

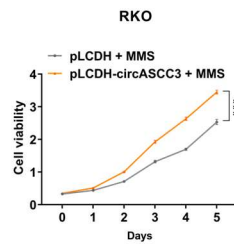

D

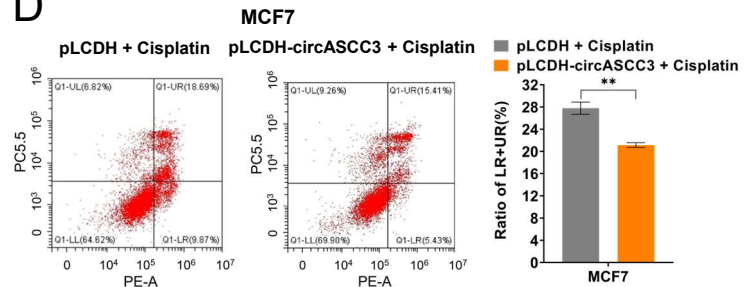

E

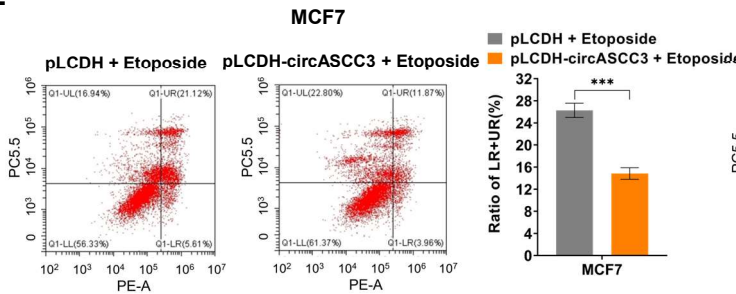

F

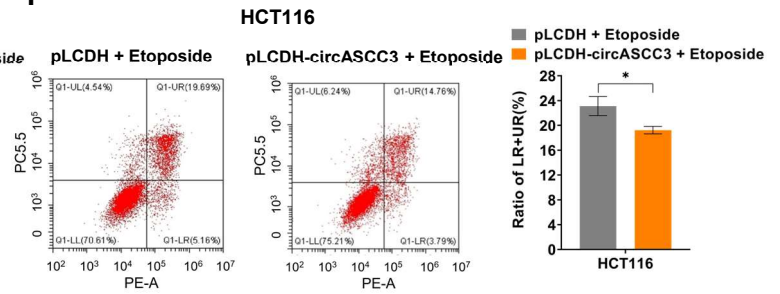

G

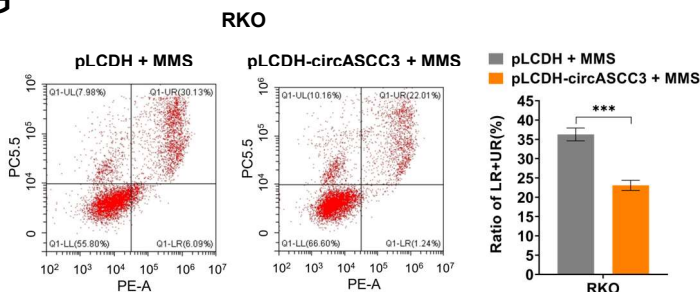

H

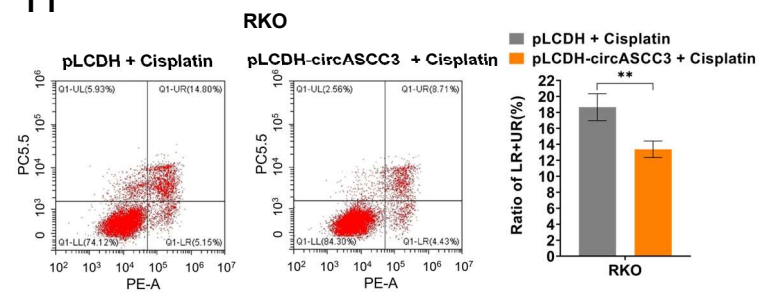

I

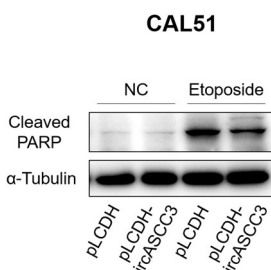

J

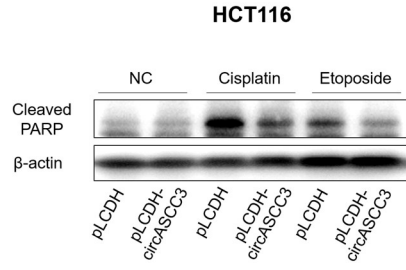

Figure S6

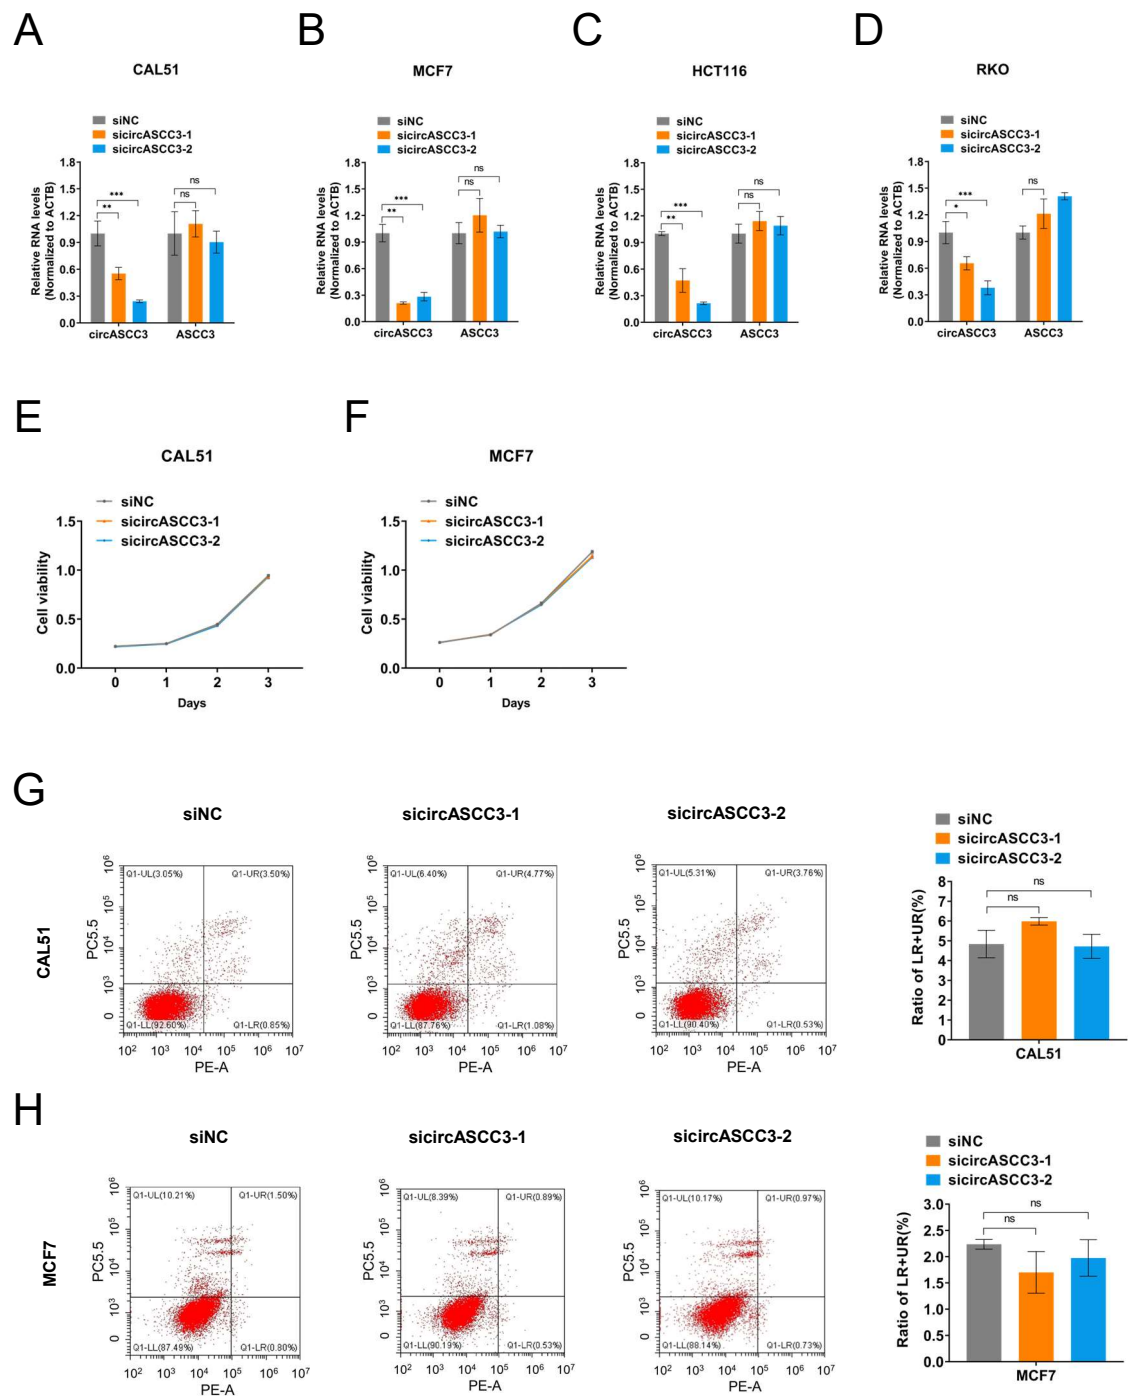

Figure S7

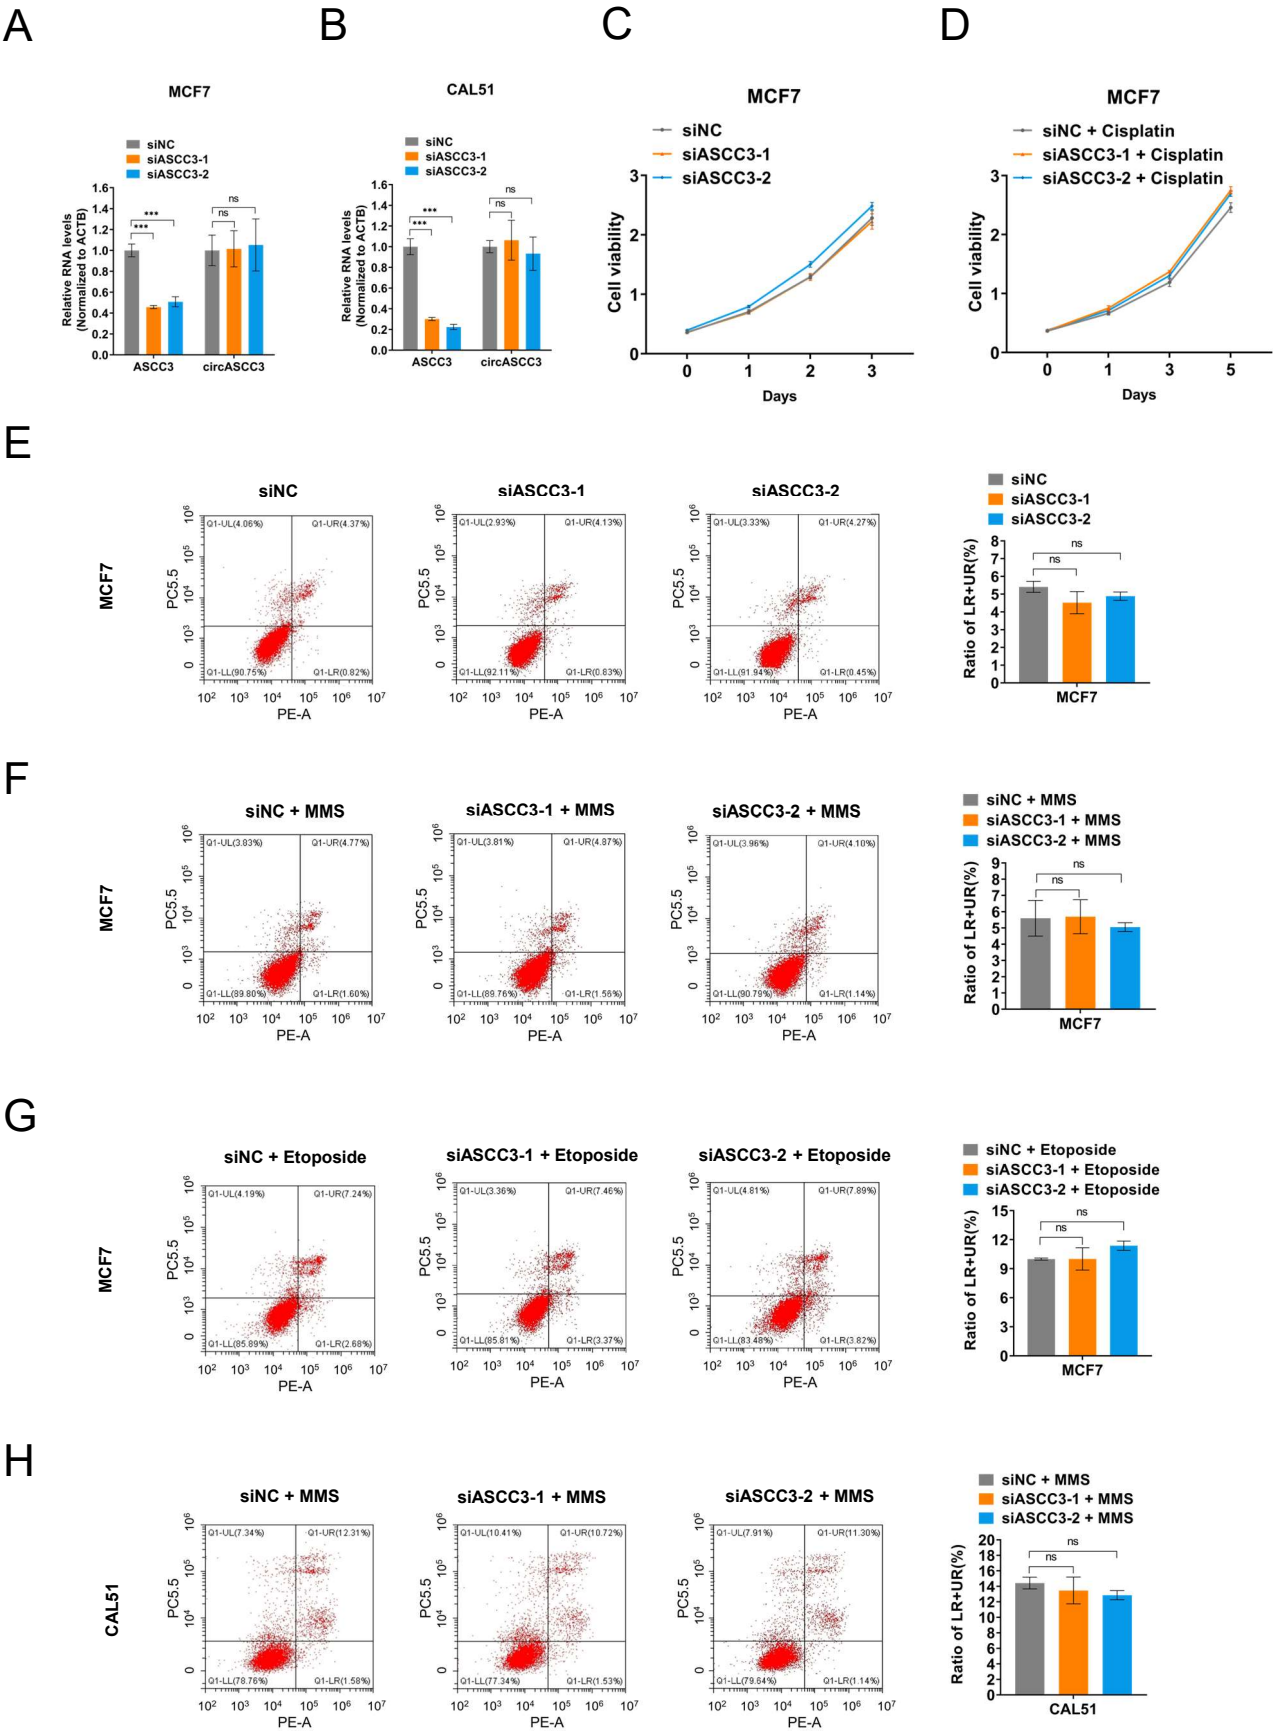

Figure S8

A

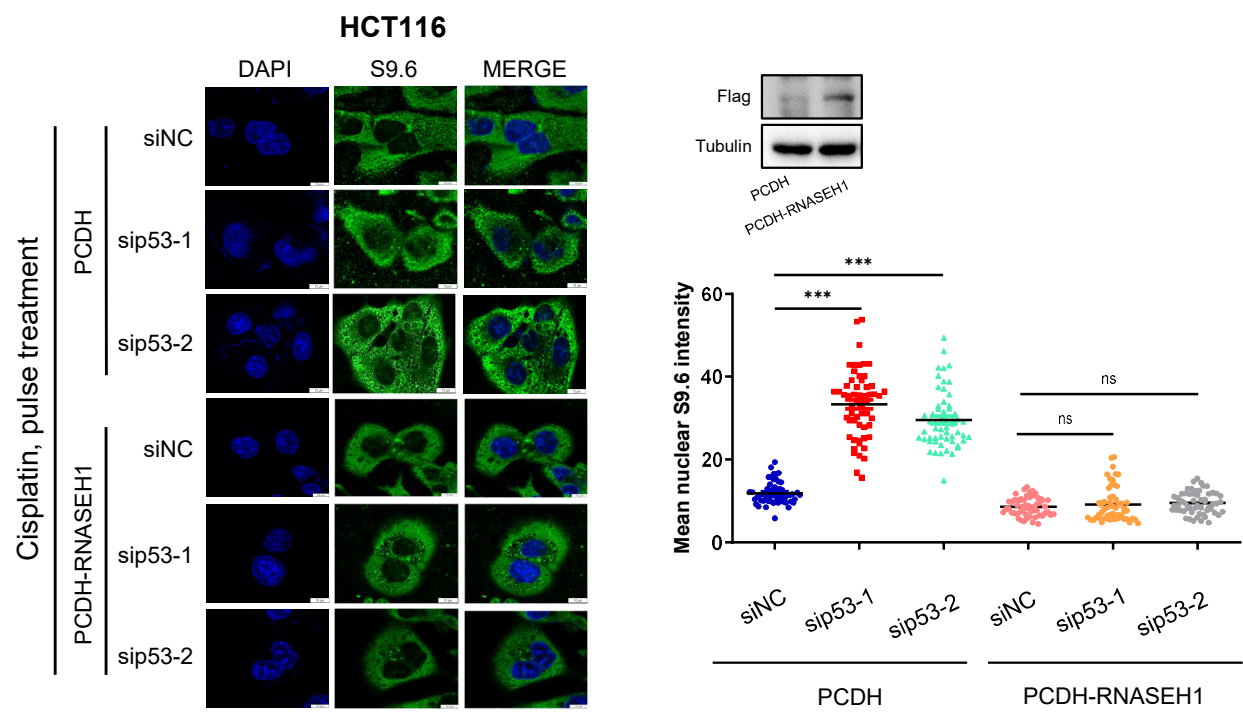

B

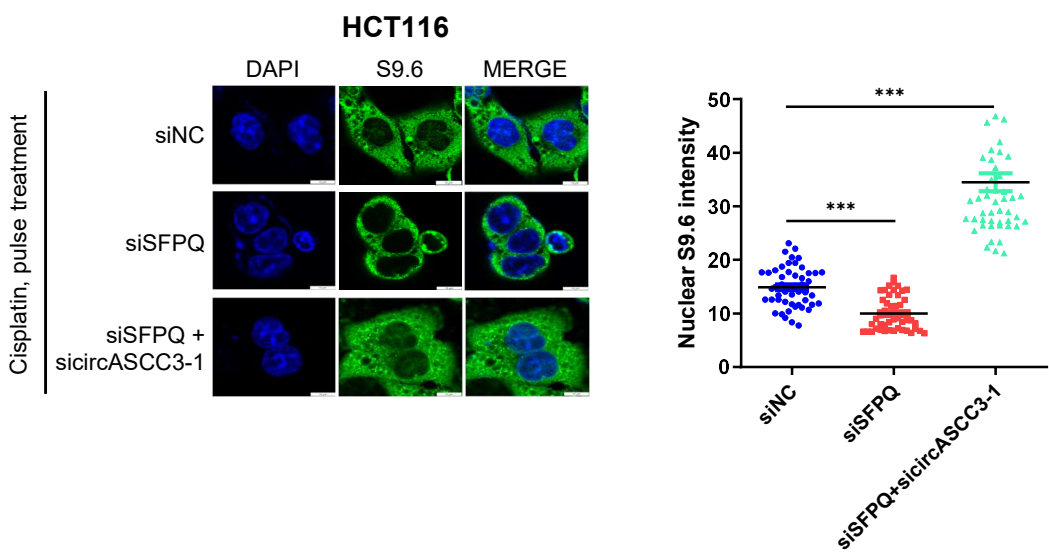

C

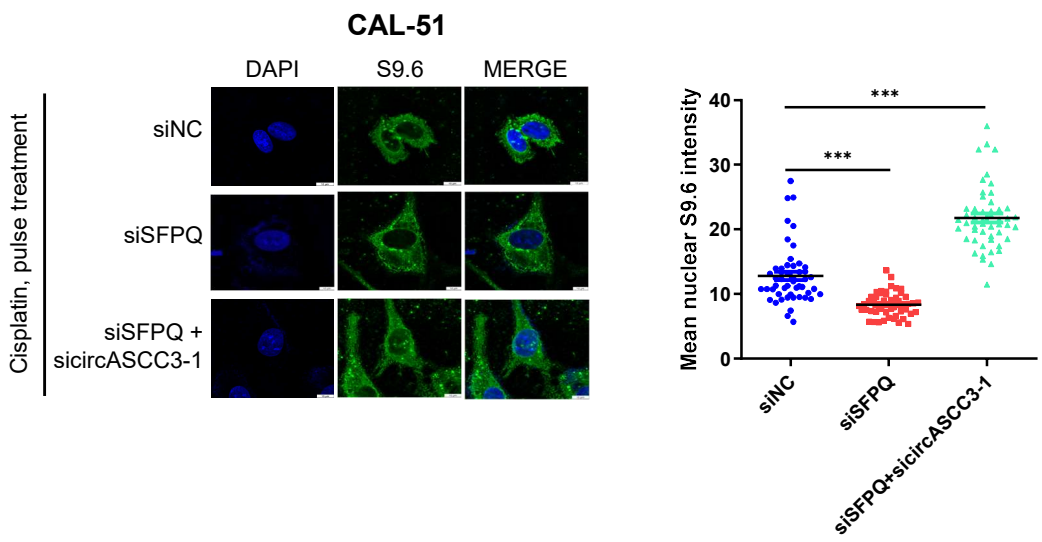

Figure S9

A

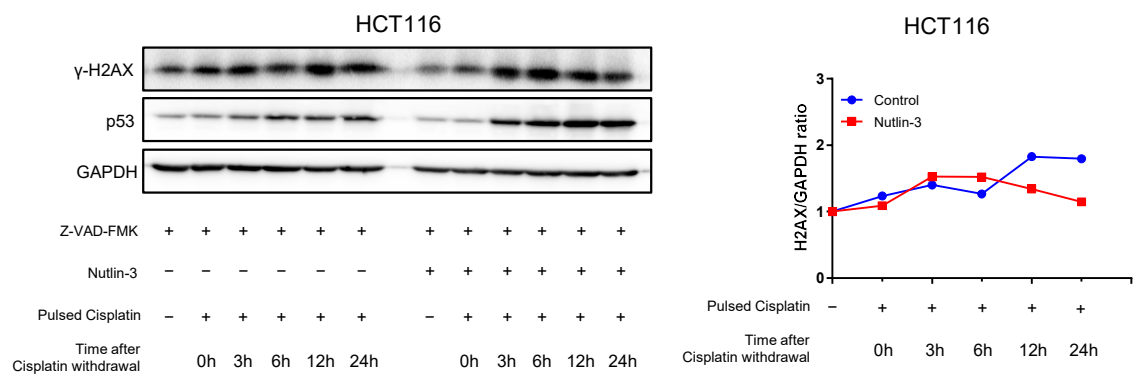

B

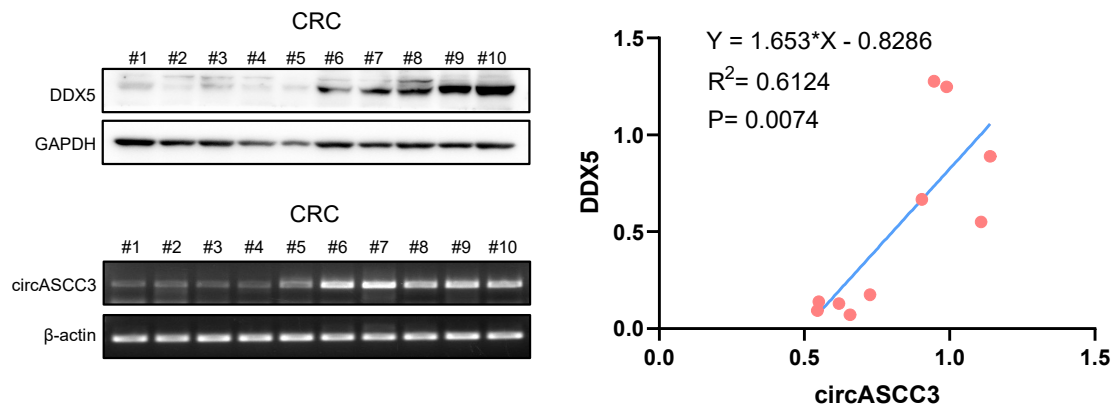

## Supplementary Tables

**Supplementary Table S1.** Correlation between circASCC3 expression and clinicopathological characteristics

|            | variables | circASCC3 expression |      | total | $\chi^2$ | p value |
|------------|-----------|----------------------|------|-------|----------|---------|
|            |           | low                  | high |       |          |         |
| Age (year) |           |                      |      |       | 6.050    | 0.014   |
|            | ≤65       | 36                   | 4    | 40    |          |         |
|            | >65       | 27                   | 13   | 40    |          |         |
| Sex        |           |                      |      |       | 2.797    | 0.094   |
|            | Female    | 29                   | 4    | 33    |          |         |
|            | male      | 34                   | 13   | 47    |          |         |
| Grade      |           |                      |      |       | 0.025    | 0.875   |
|            | I/II      | 47                   | 13   | 60    |          |         |
|            | III       | 16                   | 4    | 20    |          |         |
| TNM        |           |                      |      |       | 0.043    | 0.835   |
|            | I/II      | 32                   | 9    | 41    |          |         |
|            | III/IV    | 28                   | 7    | 35    |          |         |
| T          |           |                      |      |       | 0.863    | 0.353   |
|            | II/III    | 18                   | 3    | 21    |          |         |
|            | IV        | 41                   | 13   | 54    |          |         |
| N          |           |                      |      |       | 0.043    | 0.835   |
|            | N0        | 32                   | 9    | 41    |          |         |
|            | N1/N2     | 28                   | 7    | 35    |          |         |
| M          |           |                      |      |       | 0.273    | 0.601   |
|            | M0        | 62                   | 17   | 79    |          |         |
|            | M1        | 1                    | 0    | 1     |          |         |

**Supplementary Table S2.** Univariate and multivariate analyses of the factors correlated with overall survival of colorectal cancer patients

| variables            | Univariate analysis |       |        |         | Multivariate analysis |       |        |        |
|----------------------|---------------------|-------|--------|---------|-----------------------|-------|--------|--------|
|                      | p value             | HR    | 95%CI  |         | p value               | HR    | 95%CI  |        |
| circASCC3 expression | 0.129               | 1.675 | (0.861 | 3.259)  |                       |       |        |        |
| Sex                  | 0.949               | 1.02  | (0.559 | 1.861)  |                       |       |        |        |
| Age                  | 0.042               | 1.868 | (1.021 | 3.414)  | 0.181                 | 1.571 | (0.811 | 3.046) |
| Grade stage          | 0.259               | 1.453 | (0.76  | 2.779)  |                       |       |        |        |
| TNM                  | 0.006               | 2.443 | (1.3   | 4.59)   | 0.066                 | 1.881 | (0.959 | 3.691) |
| T                    | 0.015               | 2.948 | (1.238 | 7.024)  | 0.074                 | 2.275 | (0.924 | 5.602) |
| N                    | 0.006               | 2.443 | (1.3   | 4.59)   | 0.066                 | 1.881 | (0.959 | 3.691) |
| M                    | 0.415               | 2.294 | (0.312 | 16.866) |                       |       |        |        |

**Supplementary Table S3.** Primers for plasmid construction

| Primer                         | Sequence (5'-3')                                            |
|--------------------------------|-------------------------------------------------------------|
| DDX5-NheI-Myc-his-pcDNA3.1-F   | CTAGCTAGCATGTCGGGTTATTCGAG                                  |
| DDX5-XhoI-Myc-his-pcDNA3.1-R   | CCGCTCGAGATTGGGAATATCCTGTT                                  |
| NONO-NheI-Myc-his-pcDNA3.1-F   | GCGCTAGCTAGCATGCAGAGTAATAAACTT                              |
| NONO-XhoI-Myc-his-pcDNA3.1-R   | CCGCTCGAGTGTATCGGCGACGTTTGTT                                |
| RUVBL1-NheI-Myc-his-pcDNA3.1-F | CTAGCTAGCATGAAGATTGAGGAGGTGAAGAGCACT                        |
| RUVBL1-XhoI-Myc-his-pcDNA3.1-R | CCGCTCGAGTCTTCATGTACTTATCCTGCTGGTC                          |
| EIF4A3-NheI-Myc-his-pcDNA3.1-F | ATACTAGCTAGCATGGCGACACGGCCACGA                              |
| EIF4A3-XhoI-Myc-his-pcDNA3.1-R | CCGCTCGAGCGATAAGATCAGCAACGTT                                |
| circASCC3-EcoRI-pLCDH-F        | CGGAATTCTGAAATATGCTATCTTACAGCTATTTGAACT<br>GCTGGGACCTGA     |
| circASCC3-BamHI-pLCDH-R        | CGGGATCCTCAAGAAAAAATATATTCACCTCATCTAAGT<br>CTTGATATAAACTGGC |
| ASCC3-KpnI-pGL3.0-F            | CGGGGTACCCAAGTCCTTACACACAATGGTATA                           |
| ASCC3-NheI-pGL3.0-R            | CTAGCTAGCAACGTCGGCACGTCGACTCGT                              |
| RNASEH1-EcoRI-Flag-PCDH-F      | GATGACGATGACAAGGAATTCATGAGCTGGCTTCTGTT<br>CCTGG             |
| RNASEH1-BamHI - Flag-PCDH-R    | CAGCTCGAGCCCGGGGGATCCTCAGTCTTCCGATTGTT<br>TAGCTCC           |

**Supplementary Table S4.** shRNA sequences

| Primer          | Sequence (5'-3')                                                |
|-----------------|-----------------------------------------------------------------|
| shNC-F          | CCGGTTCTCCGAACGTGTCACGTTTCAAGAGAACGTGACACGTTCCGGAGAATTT<br>TTG  |
| shNC-R          | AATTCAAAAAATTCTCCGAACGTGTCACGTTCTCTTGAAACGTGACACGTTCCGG<br>AGAA |
| shcircASCC3-1-F | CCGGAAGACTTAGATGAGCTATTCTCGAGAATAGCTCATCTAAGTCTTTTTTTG          |
| shcircASCC3-1-R | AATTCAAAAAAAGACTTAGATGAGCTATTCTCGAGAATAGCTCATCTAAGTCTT          |
| shcircASCC3-2-F | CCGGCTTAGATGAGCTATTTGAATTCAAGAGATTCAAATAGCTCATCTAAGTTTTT<br>G   |
| shcircASCC3-2-R | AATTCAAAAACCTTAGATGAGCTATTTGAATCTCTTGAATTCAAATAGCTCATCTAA<br>G  |

**Supplementary Table S5.** siRNA sequences

| Primer        | Sequence (5'-3')       |
|---------------|------------------------|
| siNC          | TTCTCCGAACGTGTCACGT    |
| sicircASCC3-1 | AAGACTTAGATGAGCTATT    |
| sicircASCC3-2 | CTTAGATGAGCTATTTGAA    |
| siASCC3-1     | GCGATCTAAACTTCATGAA    |
| siASCC3-2     | GCTCGAAATGCCACTGTAA    |
| siDDX5        | GCAATACGGAAGTAATGTT    |
| sip53-1       | GTAATCTACTGGGACGGAA    |
| sip53-2       | AACTACATGTGTAACAGTTCCT |
| siSFPQ-1      | GTACGAATATTCTCAGCGA    |
| siSFPQ-2      | GGAAGATGCCTATCATGAA    |
| siCPEB4       | GGATCGAATCTCCAGTGTT    |
| siFUBP3       | CATCAAAGGACGGTAATAA    |
| siHNRNPA1     | CCACGAAACCAAGGTGGCT    |
| siHNRNPL      | CGGATGTTCTTTACACTAT    |
| siHNRNPM      | CCTGAATAAAGGCATCGGA    |
| siHNRNPU      | GGTAGCTGAGTGCTTTGAT    |
| siKHDRBS1     | CCACAAGGGAATACAATCA    |
| siKHSRP       | GGACGGATCTCAGAATACG    |
| siMATR3       | GGAGCTCATAGTGCACTGT    |
| siPABPC4      | CGGCAGGCAGAGTTAAAAC    |
| siPUM2        | GCATGGTAGAATATGTATT    |

**Supplementary Table S6.** Primers for RT-qPCR

| Primer    | Sequence (5'-3')         |
|-----------|--------------------------|
| SFPQ-F    | CCTCCATCGAGTCCCTTCCT     |
| SFPQ-R    | AACTAAGTCATCCCACGAGCC    |
| p53-F     | GCCATGGAGGAGCCGCAGTCAGAT |
| p53-R     | TCAGTCTGAGTCAGGCCCTTCTGT |
| DDX5-F    | TCGCAGTACCAAAACAGGCA     |
| DDX5-R    | AGTATCTGTCCCGACGGTCA     |
| CPEB4-F   | ACATCTAGCGCATCGTCTCTT    |
| CPEB4-R   | ACAACAGAGCACCGTTATTAGC   |
| FUBP3-F   | TCCGGCAGATTGCTGCTAAAA    |
| FUBP3-R   | CCGTATCCATATACTGAGGGGTC  |
| HNRNPA1-F | TCAGAGTCTCCTAAAGAGCCC    |
| HNRNPA1-R | ACCTTGTGTGGCCTTG CAT     |
| HNRNPL-F  | TACGCAGCCGACAACCAAATA    |
| HNRNPL-R  | CTCCGGGAGTCATCCGAGT      |
| HNRNPM-F  | GCGGCGACGGAGATCAAAA      |
| HNRNPM-R  | CTCATTCTGAGCAGGTCG TTC   |
| HNRNPU-F  | GGGGACGGCAAAACAGAACA     |
| HNRNPU-R  | AGCACTGAGACGATCTCTTGA    |
| KHDRBS1-F | GGAGCCAGAGAACAAGTACCT    |
| KHDRBS1-R | CATGGCGTGAGTGAAGGAC      |
| KHSRP-F   | ATCCGCAAGGACGCTTTCG      |
| KHSRP-R   | TGCTCTCCGGTTGATCTCCAT    |
| MATR3-F   | ATCAATGGAGCAAGTCACAGTC   |
| MATR3-R   | TGCAACATGAATGGATCACCC    |
| PABPC4-F  | AAGCCAATCCGCATCATGTG     |
| PABPC4-R  | CTCTTGGGTCTCGAAGTGGAC    |
| PUM2-F    | TCGGGGAATGGGAGAGCTTT     |
| PUM2-R    | GCTGGGACATTGAATGGTGAGA   |
| TARDBP-F  | GGGTAACCGAAGATGAGAACG    |
| TARDBP-R  | CTGGGCTGTAACCGTGGAG      |

**Supplementary Table S7.** Primers for circASCC3 identification and RNA stability analysis

| Primer                 | Sequence (5'-3')           |
|------------------------|----------------------------|
| circASCC3 convergent-F | TTTTAGGAGAAAATGCTAAACCCAA  |
| circASCC3 convergent-R | CCGCAATTCCTTAGGATCAAAGC    |
| circASCC3 divergent-F  | GGATTCCCTACAGCGAACCAA      |
| circASCC3 divergent-R  | CTTGAAGAGCCTGAAACCTATGA    |
| circNSUN2 convergent-F | GTATCCTGAAGAACTTGCCTGG     |
| circNSUN2 convergent-R | GAAACTGATGAAACTTTTCCAAGTG  |
| circNSUN2 divergent-F  | CCACCACTGCTCCTCAAC         |
| circNSUN2 divergent-R  | AAGTGTGGCGATTTTCTCAAG      |
| ACTB convergent-F      | AACCTAACTTGCGCAGAAAACA     |
| ACTB convergent-R      | CTGTAACAACGCATCTCATATTTGG  |
| ACTB divergent-F       | CTGTACGCCAACACAGTGC        |
| ACTB divergent-R       | GTACTIONCAGGGTGAGGATGCC    |
| 18S-F                  | AAACGGCTACCACATCCAAG       |
| 18S-R                  | CCTCCAATGGATCCTCGTTA       |
| circASCC3-F            | GTTCCAATTCTGAGCAGGCAG      |
| circASCC3-R            | TTCAAGTCCTTCAGGTCCCA       |
| ASCC3-F                | CCTCCATCGAGTCCCTTCCT       |
| ASCC3-R                | AACTAAGTCATCCCACGAGCC      |
| ACTB-F                 | CAAGAGAGGCATCCTCACCCCT     |
| ACTB-R                 | GGATAGCACAGCCTGGATAGCAA    |
| U1-F                   | TCCCAGGGCGAGGCTTATCCATT    |
| U1-R                   | GAACGCAGTCCCCCACTACCACAAAT |
| circNSUN2-F            | CCACCACTGCTCCTCAAC         |
| circNSUN2-R            | AAGTGTGGCGATTTTCTCAAG      |
| p21-F                  | CTGGACTGTTTTCTCTCGGCTC     |
| p21-R                  | TGTATATTCAGCATTGTGGGAGGA   |

**Supplementary Table S8.** Primers for in vitro transcription in RNA-pull down

| Primer                   | Sequence (5'-3')                                |
|--------------------------|-------------------------------------------------|
| T7-Linear sense I-F      | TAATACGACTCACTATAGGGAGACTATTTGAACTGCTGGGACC     |
| Linear sense I-R         | CTCATCTAAGTCTTGGATATAAACTGGC                    |
| T7-Linear antisense I-F  | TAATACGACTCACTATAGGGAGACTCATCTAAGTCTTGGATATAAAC |
| Linear antisense I-R     | CTATTTGAACTGCTGGGACCTGAAGGAC                    |
| T7-Linear sense II-F     | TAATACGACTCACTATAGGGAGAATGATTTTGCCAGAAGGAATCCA  |
| Linear sense II-R        | CTTTGCACCAGCAATAAATGCTGATGT                     |
| T7-Linear antisense II-F | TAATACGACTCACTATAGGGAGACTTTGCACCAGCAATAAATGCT   |
| Linear antisense II-R    | ATGATTTTGCCAGAAGGAATCCAAAGA                     |
| T7-CTRL probe-F          | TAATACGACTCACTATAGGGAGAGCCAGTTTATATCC           |
| CTRL probe-R             | CAGGTCCCAGCAGTTCAAATAGCTCATC                    |
| T7-circASCC3 probe-F     | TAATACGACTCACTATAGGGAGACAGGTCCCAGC              |
| circASCC3 probe-R        | GCCAGTTTATATCCAAGACTTAGATGAGCT                  |

**Supplementary Table S9.** Primers for RIP-qPCR

| Primer | Sequence (5'-3')          |
|--------|---------------------------|
| BS-1-F | GAGCATGCCTTCAGAGTAGCA     |
| BS-1-R | CCCATTATGTCATATGCCCTGG    |
| BS-2-F | AAATGCCTATCATAGTACCTGGCA  |
| BS-2-R | GCTGTTCAATTTACTGAAGTTATGC |
| BS-3-F | GTTTGCCTGTGGAAAATTGGCA    |
| BS-3-R | TGCTGTTTTTGTCTGCCTGTATTAT |
| BS-4-F | TCACTGTAGATATTGATCCTGCCA  |
| BS-4-R | TCTCAGTGAAAAACGACAGACCT   |
| BS-5-F | GAAGGTCTAGAGTAGAGCTGCTG   |
| BS-5-R | TTCAGGGGTCTTGCTCCTAA      |
| BS-6-F | AGAGAAGCATAAAAGTCAACGGG   |
| BS-6-R | CTACACTGTACCCCCAAAAGGG    |

**Supplementary Table S10.** Primers for ChIP-qPCR

| Primer             | Sequence (5'-3')         |
|--------------------|--------------------------|
| (ASCC3) p53-RE-1-F | GCACCTCTCATTATCACTTGGC   |
| (ASCC3) p53-RE-1-R | GTGTCTTTGGTCCTGGACTTCAT  |
| (ASCC3) p53-RE-2-F | GTAATCGACATAAGAAT        |
| (ASCC3) p53-RE-2-R | GGGGTAGCCACCAGTTAAATACGT |
| (ASCC3) p53-RE-3-F | TCCCTTAAAAGGACATCAAGTTGG |
| (ASCC3) p53-RE-3-R | TACAAGGTGGTGACCAAACACA   |
| (SFPQ) p53-RE-1-F  | TGTGTCATCCGCCATTTTGTGAG  |
| (SFPQ) p53-RE-1-R  | GAGAACGGAAGTCGTGGAGG     |
| (SFPQ) p53-RE-2-R  | CAATGTTAGGCTGGGCACTGT    |
| (SFPQ) p53-RE-3-F  | ATTACAGGTGCATGCCACCAC    |
| (SFPQ) p53-RE-3-R  | AGGTCCACAGACCTTTTGCG     |

**Supplementary Table S11.** Primers for DRIP and R-ChIP

| Primer       | Sequence (5'-3')        |
|--------------|-------------------------|
| ACTB Pause-F | GGGACTATTTGGGGGTGTCT    |
| ACTB Pause-R | TCCCATAGGTGAAGGCAAAG    |
| RPS23-F      | TTAGTCGGTTCAGGGCAACTTGA |
| RPS23-R      | CTAAGACACTCGCCTCACCTGGA |
| JUN-TSS-F    | GGGTGACATCATGGGCTATT    |
| JUN-TSS-R    | TCGGACTATACTGCCGACCT    |
| NEAT1-TSS-F  | TAGTTGTGGGGGAGGAAGTG    |
| NEAT1-TSS-R  | ACCCTGCGGATATTTCCAT     |

How the deposited data were processed for this re-analysis (not part of the article)

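RNA of CAL51 cells treated for 48 h with DMSO (3 arrays), 10 μM Nutlin-3, 10 μM Cisplatin or 20 μM 5-FU (1 array each) was measured on single-color Agilent arrays. The labels give no doses, which are those of the legend of Fig. 1A. The authors deposited 1 scanner table per array. In each, the deposited intensity had been background-subtracted and detrended within the array by Agilent Feature Extraction, with no normalization between arrays. The file headers name version 12.0.3.1 of that software, and the submitters' notes name version 9.1. The deposited raw foreground and background intensities are not corrected. The flags for signal above background, saturation and outliers are other values that the authors deposited as the scanner software set them. The authors also deposited a table of log2 values of the same arrays. Within each array its values have the same order as the intensities (Spearman's rho 1.0), each column has a median of 6.11, and the sorted columns differ by at most 0.21 at any rank. This is the pattern of quantile normalization, but the method is not given in the sources used here.

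The log2 intensities were reduced by each array's 75th percentile over the 165173 probes that are not control spots. Across the arrays, 73.9% to 78.1% of these were well above background, and 0 were saturated. That percentile was 242.5 to 277.3 in the treated arrays and 330.7 to 344.1 in the DMSO arrays before the logarithm. Overall brightness and treatment can therefore not be told apart. The number of arrays limits the precision of all values. Probes with an outlier flag on any array were dropped, and probes well above background on at least 3 of the 6 arrays were tested. The tests were done with limma 3.58.1 in R 4.3.3, with 1 fit for circRNA probes and other probes and with adjustment by Benjamini-Hochberg over all probes tested at a threshold of 0.05. Tables were read with Python 3.11.15 and pandas 2.3.3. The 3 treated arrays were compared as 1 group with the 3 DMSO arrays, and a model with 4 groups compared each agent with DMSO and with the other agents. Single values were also compared with exact permutation tests in both directions.

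Sequences came from the scanner tables. The circRNA probes are 60 nt long, and that of hsa_circ_0077495 holds 10 nt before and 50 nt after the junction shown in Fig. 1D. Of the 88371 circRNA probes, 24395 share their last 50 nt with another circRNA probe that has other first 10 nt. The paper's siRNA and primer sequences were searched in all probes, as whole sequences.

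The steps were tested on simulated data. In the comparison of treated with DMSO arrays over 126976 probes, 37 of 66 simulated 4-fold changes were called, 1 of 67 2-fold changes and 0 of 67 1.5-fold changes, with 2 false calls. In that of Nutlin-3 with DMSO, 0 of 66 simulated 4-fold changes, 0 of 67 2-fold changes and 0 of 67 1.5-fold changes were called, with 0 false calls. On average the estimated change was 0.98 to 1.04 times the simulated one. Only these few probes were changed in the simulation, so the shares called there do not give the power in data where many probes change.

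Before the data were examined, the alternatives were fixed: other normalizations, normexp background correction with an offset of 50, the authors' log2 table, other filters on dim probes, slide as a block and within slides, leaving out each array, the methods' t-test, the thresholds drawn in Figs. 1B and S3C, and a spread from all 6 arrays for single agents. The circRNAs named in the text are those labelled in Figs. S1B to S1D and, among changed circRNA probes whose groups do not overlap, those with the largest rises and falls, fixed as 5 each. Of each 5, only the 2 with the largest rises or falls are printed by ID, a limit kept for IDs without gene names. The tables used here pair no probe with a gene name, so the planned results for ASCC3 and SFPQ mRNA, for circASCC3 relative to ASCC3, for gene lists and for 1 probe per gene were not analysed here, and counts are of probes. The length of circRNAs was not used here.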

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

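The test of the difference between the circASCC3 probe and the mean of the probes that share its sequence was chosen after their values were seen.

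The 7 other circRNA probes with the same last 50 nt and other first 10 nt as the circASCC3 probe, which the paper does not discuss, had a median log2 fold change of 1.42, and each rose (adjusted p at most 0.00714 from limma), next to 1.44 (SE 0.14) for the circASCC3 probe. The median of the 7 moved to 1.27 with normexp background correction and without 5-FU, where the circASCC3 probe had 1.29 and 1.35. If the signal came from any transcript that holds the 50 nt after the junction, these probes would rise alike, within 2 standard errors, as they did. The difference between the circASCC3 probe and the mean of the 7 changed by 0.03 from DMSO to treated arrays (SD 0.10 and 0.12, n = 3 each, exact permutation test, p = 0.7). A rise of ASCC3 transcripts as a whole is also consistent with the data, since 6 tested circRNA probes with other last 50 nt, which hold an ASCC3 siRNA sequence or the same 10 nt before the junction, had a median log2 fold change of 1.33. The array alone therefore leaves open how much of the rise is circASCC3, which the paper also measures by RT-qPCR, a separate assay that does not rest on this probe. By RT-qPCR the paper also reports that the agents raised ASCC3 mRNA in CAL51 cells, though less than circASCC3. With ChIP and a luciferase reporter, it reports that p53 binds and activates the ASCC3 promoter.

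The large changes of circRNA probes outside those the paper labels include the rises of hsa_circ_0054449 and hsa_circ_0043632, with log2 fold changes of 4.96 and 4.68, and the falls of hsa_circ_0001589 and hsa_circ_0001596, with -3.85 and -2.81. Their order was not stable, since with normexp background correction hsa_circ_0054449 had 4.06, hsa_circ_0043632 3.29 and hsa_circ_0001589 -2.52.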

How the results depend on the processing

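Except for the signal of the treated arrays and a 2-fold limit in the circRNA selection, chosen after the values were seen, all alternatives were set before the data were examined. The rise of circASCC3 in the combined comparison kept its direction and its call under each alternative with a test, with log2 fold changes from 1.29 to 1.45 and adjusted p from 0.00063 to 0.0289 (1.53 within slide 2, with no test), and from 1.35 to 1.48 when each array was left out. Its rise with Cisplatin lost its call with dim probes kept (1.36, adjusted p = 0.0693; range over the alternatives 0.00206 to 0.0693) and ranged from 1.33 to 1.40 when a DMSO array was left out, with the call lost without DMSO 1 and without DMSO 2. Among the other 35 named circRNAs, 481 of 488 values kept direction and call, and the other 7 lost the call with the direction kept (2 circRNAs). The correlation of circRNA probes with overlapping probes ranged from 0.85 to 0.92. With normexp background correction the median log2 fold change of the other probes moved from 0.08 to 0.19.

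The counts depended on the setting. Changed circRNA probes, 13673 in the combined comparison, numbered 27332 with normexp (16205 higher, 11127 lower), 7761 with dim probes kept, 4356 within slide 1, and 2544 to 14597 when an array was left out (2544, 2955 and 4338 without DMSO 1, 2 and 3). The methods' t-test gave 3449 after adjustment. At the threshold of Fig. 1B the counts were 5543 with limma and 3056 with the methods' t-test, and at an unadjusted p under 0.05 they were 27595 and 25591. Changed other probes, 6778, numbered 16730 with normexp (13161 higher, 3569 lower), 3000 within slide 1, 2130 to 7282 when an array was left out (2130, 2283 and 2803 without DMSO 1, 2 and 3), and 1778 with the methods' t-test after adjustment. At those thresholds they were 3757 and 2218, then 12863 and 10797. The circRNA selection, 318, gave 541 with normexp, 196 within slide 1, 174 with the methods' t-test, and 132 to 288 when an array was left out (143, 132 and 166 without DMSO 1, 2 and 3, and 191 without Nutlin-3). With the signal from the treated arrays it gave 426, and 249 with the methods' t-test on the authors' log2 table. With rises of at least 2-fold it gave 206, and 91 with that t-test on that table.

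For single agents, changed circRNA probes with Nutlin-3, 20142, became 36045 with normexp, 10793 with dim probes kept, 30685 with slide as a block and within slide 1, 7821 with the spread of all 6 arrays, and 8181 to 30685 without a DMSO array. With Cisplatin, 5126 became 22721 with normexp, 0 with dim probes kept (19033 at an unadjusted p under 0.05 from limma), 8564 with probes above background on all 6 arrays, 15338 with slide as a block and within slide 1, 635 with the spread of all 6 arrays, and 0 to 15338 without a DMSO array (0 without DMSO 1, with 14688 at an unadjusted p under 0.05, and 230 without DMSO 2). With 5-FU, 13957 became 25508 with normexp, 4948 with dim probes kept, 2354 with the spread of all 6 arrays, and 2556 to 30392 without a DMSO array (3182 without DMSO 2). Without DMSO 3, the spread of these comparisons comes from slide 1 alone. There 5-FU is the only array of slide 2, so its difference from DMSO cannot be told apart from one of slide.

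Of the direct comparisons of agents, none called a circRNA probe with limma (11445, 17595 and 12804 at an unadjusted p under 0.05), but other settings did. For Nutlin-3 minus Cisplatin these were quantile normalization (809), normexp (1703), the authors' log2 table (801), probes above background on all 6 arrays (1227), slide as a block and within slide 1 (4392 each), and 0 to 4392 without a DMSO array. For Nutlin-3 minus 5-FU they were, in that order, 1305, 6766, 1290, 1979 and, with slide as a block, 1285, with 0 to 14677 without a DMSO array. For Cisplatin minus 5-FU they were 528 with normexp and 171 with slide as a block, with 0 to 7118 without a DMSO array. For both comparisons with 5-FU the highest count is without DMSO 3, where 5-FU is the only array of slide 2. For Nutlin-3 minus Cisplatin the count without DMSO 3 equals those with slide as a block and within slide 1, which rest on the same arrays. These differences have no replicate check, since each agent has 1 array. With slide as a block the spread comes from DMSO 1 and DMSO 2 alone. Apart from fewer arrays or other thresholds, the cause was not tested. No paired analysis was possible because each agent has 1 array and only the DMSO arrays carry replicate numbers. Signal over background limits the other probes more than the circRNA probes, since 55.0% to 61.3% of the former were well above background per array. Alternatives for gene lists, ASCC3 and SFPQ mRNA and 1 probe per gene were not run, because the tables used here pair no probe with a gene name.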

Differences from the paper's values

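The comparison of the values for hsa_circ_0043637 and, for the selection of Fig. 1C, the signal of the treated arrays and a 2-fold limit were chosen after the array values were seen. The -log10 p of circASCC3 in the combined comparison was 4.93 with limma, while the paper's is about 3.2 in Fig. 1B, read by eye. The values were within 1.5 times with the methods' t-test (3.94), with dim probes kept, within slide 1 and when each array was left out. They differed under the other alternatives set before the data were examined: both other normalizations, normexp, the authors' log2 table, probes above background on all 6 arrays and slide as a block.

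The number of circRNA probes with an unadjusted p under 0.001 from limma, higher or lower, was 4774, while the paper's is about 310 in Fig. 1C, read by eye. No alternative set before the data were examined came within 1.5 times of it, and the nearest was 1613 without DMSO 1. The number that also rose and had a log2 signal over 10 was 318, while the paper's is about 60 in Fig. 1C, read by eye, whatever the length. It remained different under all alternatives set before the data were examined, the nearest being 132 without DMSO 2, and with the signal of the treated arrays (426). With a rise of at least 2-fold, a limit chosen after the values were seen, it was 206 with limma and 91 with the methods' t-test on the authors' log2 table, still over 1.5 times the paper's. Fig. 1C gives the p and signal limits, while its rule for upregulation and how the signal was averaged are not given in the sources used here. The same holds for the test used on the arrays, apart from a general statement on t-tests and ANOVA.

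The array fold of circASCC3 was 2.53 with Nutlin-3, while the paper's RT-qPCR gives about 4.0 in Fig. S1B, read by eye. It was 3.05 with 5-FU, while the paper's RT-qPCR gives about 6.4 in Fig. S1B, read by eye. Both differed under all alternatives set before the data were examined. With Cisplatin it was 2.57, while the paper's RT-qPCR gives about 3.1 in Fig. S1B, read by eye, and the 2 did not differ by over 1.5 times under any of these alternatives. For hsa_circ_0043637 the array fold was 18.8 with Nutlin-3, 16.9 with Cisplatin and 26.8 with 5-FU. The paper's RT-qPCR gives about 0.8, about 0.6 and about 2.9 in Fig. S1B, read by eye, so that with Nutlin-3 and Cisplatin the direction is the opposite of the array's. All 3 differed under all alternatives set before the data were examined. RT-qPCR and the array are different assays with different primers and probes.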

Other observations

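Chosen after values were seen were the test on hsa_circ_0043637, the use of probes with siRNA or primer sequences other than those of ASCC3, the pairing of circRNA probes with overlapping probes, and the comparison of the labelled circRNAs with probes that share their last 50 nt, except that of circASCC3. Some circRNA probes hold a whole siRNA or primer sequence of the paper, which ties them to a gene, though not to its mRNA alone. Those with the siRNA sequence of ASCC3, a helicase subunit of the ASC-1 complex, rose, with log2 fold changes from 1.29 to 1.39 over the 4 probes tested, all called (54 of 56 values under the alternatives), and 1 further probe was not tested. Probes with sequences of other genes were read 1 by 1 and not tested as a group, and 7089 of the 81267 circRNA probes tested were lower. The probe with the HNRNPU sequence had a log2 fold change of -0.81 (adjusted p = 0.0133 from limma) and that with the KHDRBS1 sequence -0.74 (adjusted p = 0.0173), and the 2 probes with the HNRNPM sequence had -1.02 and -0.91 (adjusted p = 0.00997 and 0.0341). These 4 kept their direction under each alternative, while the call was lost in 2 of 14 settings for HNRNPU, 4 of 14 for KHDRBS1 and 7 of 28 values for HNRNPM. The probes that did not pass the test were the 2 with the MATR3 sequence (-0.53 and -0.46, adjusted p = 0.0512 and 0.0537), the 4 with the NSUN2 sequence (-0.58 to -0.44, smallest adjusted p = 0.106) and the 2 with a primer sequence of the SFPQ locus (-0.41 and -0.25, adjusted p = 0.122 and 0.219). Settings other than the one reported called 6 of 28 values for MATR3, 5 of 56 for NSUN2 and 0 of 28 for SFPQ, and 1 SFPQ value turned positive.

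The change of circRNA probes was close to that of overlapping probes of the array. For 1972 circRNA probes with exactly 1 other probe that shares at least 25 nt of their last 50 nt, the log2 fold changes correlated with r = 0.88 (Spearman's rho 0.90) across probes, which are not independent replicates, and 87.1% had the same sign. With pairs shuffled, r was 0.0 and 51.4% had the same sign. Where both were called, in 320 pairs, 319 moved the same way.

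A hypothesis was that the signal of circRNA probes is set by the 50 nt after the junction, which linear transcripts share. Pairs of circRNA probes with the same last 50 nt and other first 10 nt had log2 fold changes correlated with r = 0.96 (8323 pairs, median absolute difference 0.07). Pairs with the same first 10 nt and other last 50 nt, at most 100 circBase numbers apart, had r = 0.85 (8344 pairs, median absolute difference 0.12). The difference of 0.11 (95% bootstrap interval 0.09 to 0.12) lay between the bounds set before the values were seen, so it does not decide whether the shared sequence sets the signal. Of the 26 circRNAs labelled in Figs. S1B to S1D, 5 have another tested probe with the same last 50 nt. These form 4 sets, since 2 of the 5 share it with each other, and in each set the median of the other probes lay within 2 standard errors of the labelled one. A like hypothesis for hsa_circ_0043637, whose array rise differs from the paper's RT-qPCR, could not be tested in this way. For its probe, 0 other circRNA probes have the same last 50 nt with other first 10 nt.

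Splits of the 6 arrays into groups of 3 number 10, too few for a share under 0.05. The real split gave 13673 changed circRNA probes and 6778 changed other probes, and the highest of the other splits 0 and 0. In each class, 1 split reached the real count, the real one.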
